# Enteroendocrine cell types that drive food reward and aversion

**DOI:** 10.7554/eLife.74964

**Published:** 2022-08-01

**Authors:** Ling Bai, Nilla Sivakumar, Shenliang Yu, Sheyda Mesgarzadeh, Tom Ding, Truong Ly, Timothy V Corpuz, James CR Grove, Brooke C Jarvie, Zachary A Knight

**Keywords:** physiology, appetite, feeding, Mouse

## Abstract

Animals must learn through experience which foods are nutritious and should be consumed, and which are toxic and should be avoided. Enteroendocrine cells (EECs) are the principal chemosensors in the GI tract, but investigation of their role in behavior has been limited by the difficulty of selectively targeting these cells in vivo. Here, we describe an intersectional genetic approach for manipulating EEC subtypes in behaving mice. We show that multiple EEC subtypes inhibit food intake but have different effects on learning. Conditioned flavor preference is driven by release of cholecystokinin whereas conditioned taste aversion is mediated by serotonin and substance P. These positive and negative valence signals are transmitted by vagal and spinal afferents, respectively. These findings establish a cellular basis for how chemosensing in the gut drives learning about food.

## Introduction

Although the desire to eat is innate, our food choices are driven by learning. Thus, the foods you enjoy today are different from your preferences as a child, in part because you have learned to associate specific flavors with their post-ingestive effects (Sclafani and Ackroff, 2012; Yamamoto and Ueji, 2011). This learning process causes nutrient-rich foods to become more rewarding and toxic substances to become aversive and is critical for guiding animals to choose safe and nutritious food sources in the wild (Myers and Sclafani, 2006). It also contributes to the motivational pull of energy-dense foods in modern society (Johnson et al., 1991; Kern et al., 1993). For these reasons, it is critical to establish where in the body ingested nutrients and toxins are detected to drive learning, and whether these parallel processes of food reward and aversion involve dedicated cell types, signals, and pathways.

One of the first sites of post-ingestive chemosensing is the epithelium of the small intestine, which contains a family of specialized sensory cells known as enteroendocrine cells (EECs) (Adriaenssens et al., 2018). EECs exist as multiple subtypes and express receptors and transporters that allow them to monitor the chemical contents of the intestinal lumen. In response to detection of chemical cues, EECs release an array of hormones that include CCK, GIP, GLP-1, PYY, SST, and 5-HT. These molecules can act on local sensory neurons in the lamina propria (Bellono et al., 2017; Kaelberer et al., 2018; Latorre et al., 2016; Ye et al., 2021) or on distant organs via the circulation to modulate digestion, metabolism and appetite (Adriaenssens et al., 2018; Gribble and Reimann, 2016; Najjar et al., 2020). Thus, EECs link the detection of chemicals in the gut to the feedback regulation of behavior and physiology.

Given their sensory capabilities, EECs are attractive candidates to drive learning about the post-ingestive effects of different foods. However, investigation of their role in behavior has been hindered by the lack of methods for selectively manipulating these cells in vivo. EECs are sparsely scattered throughout the intestinal epithelium (~1% of cells), undergo rapid turnover (~1 week), and cannot be targeted with viral injections (Polyak et al., 2008). While there are marker genes that distinguish EEC subtypes from each other, these genes are also broadly expressed in other tissues that regulate metabolism and appetite, including, critically, sensory neurons throughout the gut. Thus, we lack the capability to directly probe the key nutrient sensors in the GI tract, creating a fundamental gap in our ability to study gut-brain signaling.

Here, we describe a general strategy for genetic access to a spectrum of EEC subtypes in vivo. We show that this approach can be used to target actuators to EECs selectively relative to all other cells in the body and thereby control the release of their natural cocktail of hormones at their endogenous sites in the intestine. Using this technique, we show that multiple EEC subtypes inhibit food intake but generate opposing valence signals that create either learned aversion or preference for specific foods. These positive and negative valence signals are transmitted by parallel gut-brain pathways that involve distinct neurotransmitters and afferent sensory neurons. These findings establish a cellular basis for how chemosensing in the GI tract is used to drive learning about food and provide a methodological resource for the further investigation of EEC function in vivo.

## Results

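Cells sorted for tdTomato from the small intestine of 4 mice aged 6 weeks were pooled in 1 droplet library. The mice carried Neurog3-Cre, which is active in EEC progenitors, and a Cre-dependent tdTomato reporter, so that the descendants of these progenitors stay labeled. The authors aligned the reads to the mm10 transcriptome with Cell Ranger 2.0.1 and collapsed unique molecular identifiers (UMIs). The matrix used here holds these UMI counts, without normalization, for all barcodes, 475960 of them with at least 1 UMI, before any barcode was called a cell. It holds 108489965 UMIs, 1.85% of them in barcodes with 1 to 100 UMIs, whose pooled profile served as the profile of free RNA. Barcodes with more than 1000 genes and under 10% of UMIs on mitochondrial genes, the limits of the paper's methods, were kept as cells. The paper reports 7701 captured cells before these limits, whereas the limits were applied to all barcodes here. UMIs were scaled to 10000 per cell and log-transformed, and Leiden clustering at resolution 1 was run on 2000 variable genes, 40 principal components and 15 nearest neighbors. A cluster was named after a cell type, with the ending -like, when at least 3 markers from a list written before the data were examined were high in it (for an EEC type, also the hormones that define it), and it stayed unnamed when its leading genes belonged to another type. The level at which a marker counts as high was set after the clusters had been seen, in 2 versions, of which the second is used here. EEC-like cells were then clustered again in the same way. The pulse-traced cells were not used here. With 1 library there are no replicates and no tests, and the 95% intervals given for shares (exact Clopper-Pearson) and for UMIs (Poisson) cover counting error only. Thinned shares are those after every cell was reduced to 2000 UMIs at random, which left out 58 shallower cells.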

We first profiled the molecular diversity of EECs in the proximal intestine using single-cell RNA sequencing (scRNA-Seq). Due to their sparsity, EECs are difficult to characterize comprehensively even when sequencing is performed on a large scale (Grün et al., 2015; Haber et al., 2017). We therefore enriched for EECs prior to sequencing by labeling all cells derived from the common EEC progenitor using *Neurog3-Cre R26^LSL-tdTomato^* mice and then sorting tdTomato+ cells from the small intestine (Figure 1A and Figure 1—figure supplement 1A, B). This lineage-tracing method captures EECs at any stage after differentiation and yielded 7001 cells (with 2,168 EECs) for analysis. 

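More than 1000 genes were detected in 10381 barcodes, and 9451 of these passed the limit on mitochondrial UMIs as well. The 9451 cells held 1754 to 65130 UMIs each (median 5984), with a median of 1587 genes per cell and 18413 genes detected in all. The count was 16570 cells when the minimum was lowered to 500 genes and 5344 when it was raised to 1500, which as a ratio moved it most. The rule by which Cell Ranger 2 calls cells, a UMI limit set from the 99th percentile of the top 3000 barcodes, gave a limit of 3892 UMIs and called 7893 barcodes with a median of 1736 genes. Of these called barcodes, 7129 passed the filter. Clustering of the 9451 cells gave 19 clusters. EEC-like clusters held 3632 cells, 38.4% of the total (95% interval 37.4 to 39.4%). Goblet-like clusters held 3382 cells (35.8%), and there were 562 cells like cycling or immature crypt cells, 517 enterocyte-like, 330 tuft-like and 211 Paneth-like cells. Another 817 cells (8.64%) lay in 3 unnamed clusters. One of these, with 525 cells (5.55% of all cells), had both EEC and goblet markers high and was kept out of both classes. The EEC-like share moved most, to 19.7% (18.8 to 20.7%), when only the barcodes called by the Cell Ranger 2 rule were clustered, an alternative chosen after seeing the data. In that setting 845 cells (11.9%) lay in unnamed clusters with EEC markers high, which the share leaves out. Within the main clustering, EEC-like cells made up 26.7% (25.7 to 27.7%) of the 7129 called barcodes and 74.5% (72.7 to 76.3%) of the 2322 cells below the UMI limit.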

We then integrated our scRNA-seq data with a complementary dataset (2337 cells with 1244 EECs) that used a pulse-trace reporter *Neurog3^Chrono^* to transiently label EECs at an early stage after differentiation (Gehart et al., 2019). These two datasets differentially enriched for cell types depending on the timing after differentiation (Figure 1A, D and E) and together provide more complete coverage of EEC subtypes than either individually.

**Figure 1.**
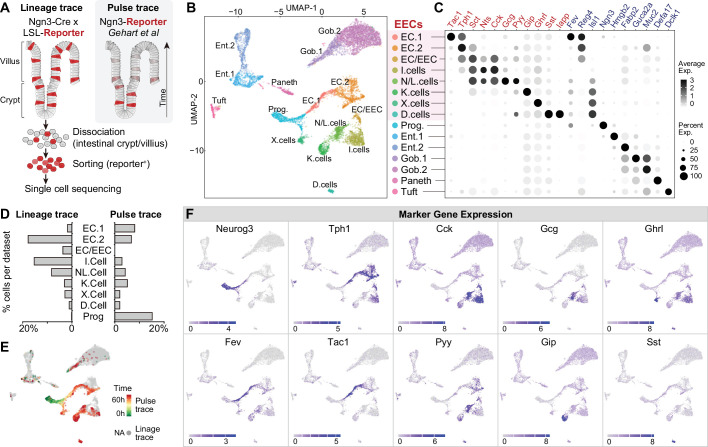
Molecular diversity of intestinal EECs. (**A**) Overview of strategies to enrich EECs for the scRNA-Seq. Lineage-trace or pulse-trace strategies permanently or transiently label EECs that are derived from *Neurog3* + progenitors. (**B**) Uniform manifold approximation and projection (UMAP) plots indicating cell subtype diversity across 9338 intestinal epithelium cells. This includes eight clusters of EEC subtypes (3412 cells, with 2168 lineage-traced cells and 1244 pulse-traced cells), progenitors, enterocytes, goblet cells, tuft cells, and Paneth cells. (**C**) Dot plot of expression of gut hormones (red) and cell type marker genes (blue) across different cell types in the intestinal epithelium. (**D**) The percentage of cells in each data set (lineage-trace and pulse-trace) that correspond to each EEC subtype. The lineage-trace strategy has comparatively fewer early stage cells (progenitors), whereas pulse-trace strategy did not label the EC-EEC cluster. (**E**) Differentiation time (from pulse-trace dataset) color-coded onto the UMAP map. (**F**) Expression of EEC cluster marker genes. UMAP plots show cells colored by gene expression using ln(TPM + 1), TPM: transcripts per million. See also Figure 1—figure supplement 1 and Figure 1—source data 1. Figure 1—source data 1.Raw data for Figure 1d.

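Among the lineage-traced cells, no subcluster of EEC-like cells was named after the progenitor markers, a list that includes Neurog3, Sox4 and Dll1. This held in the main clustering and in the 9 alternatives run, which differed in resolution, principal components, variable genes, cell filter or naming rule. The name was open only to subclusters of EEC-like cells, whereas the paper lists progenitors among the cell types that are not EECs, so that the groups are not drawn alike.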

**Figure 1—figure supplement 1.**
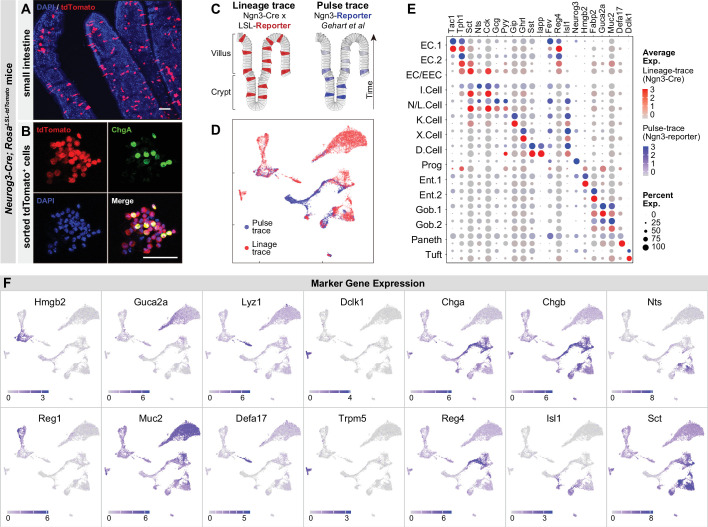
Molecular diversity of intestinal EECs. (**A–B**) Using *Neurog3-Cre; R26^LSL-tdTomato^* mice, the expression of tdTomato permanently labels EECs across villi of small intestine (**A**) and after fluorescence-activated cell sorting (**B**). (**C–D**) Comparison of EECs enriched with the strategy of lineage-trace versus pulse-trace. UMAP plots shows cells colored by the origin of datasets (**D**). (**E**) Dot plot demonstrating that the expression of gut hormones and cell type marker genes are conserved across lineage-trace dataset (red) versus pulse-trace dataset (blue). (**F**) Expression of marker genes of enterocytes, goblet cells, Paneth cells, tuft cells, and EECs. UMAP plots show cells colored by gene expression using ln(TPM + 1). Scale bar: 50 μm.

Unsupervised clustering analysis revealed eight clusters of EECs (Figure 1B, C and F). 

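The EEC-like cells, clustered alone, formed 12 subclusters. 4 of them were EC-like, with 1766 cells in all. There was 1 each of I-like (499 cells), N/L-like (304 cells), K-like (155 cells), X-like (124 cells), EC/EEC-like (105 cells) and D-like (58 cells). The remaining 2 subclusters, with 312 and 309 cells, stayed unnamed because goblet genes such as Clca1 and Spink4 were among their leading genes. At resolution 2 there were 17 subclusters, and at resolution 0.5 there were 11. Clustering only the barcodes called by the Cell Ranger 2 rule, chosen after seeing the data, moved the number most as a ratio, to 7. The names depended on the naming rule. With its first version, the same 12 subclusters were named 1524 EC-like, 242 EC/EEC-like, 105 I-like and 803 N/L-like cells, and the K-, X- and D-like numbers did not change. Among the called barcodes, the version used here named no cells EC-like or I-like and 606 cells EC/EEC-like. There the first version gave 8 subclusters with 250 EC-like, 446 I-like and 140 EC/EEC-like cells.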

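The 4 EC-like subclusters held 833, 624, 242 and 67 cells. Their cells were shallow, with a median of 2929 UMIs against 6327 in I-like and 6704 in goblet-like cells, and 320 of the 1766 cells (18.1%) lay over the UMI limit of the Cell Ranger 2 rule. Tph1 (ENSMUSG00000040046, chromosome 7 of GRCm38 from 46644641 to 46672537), which encodes a tryptophan hydroxylase and was among the markers used for naming, had 50.0 UMIs per 10000 (49.4 to 50.6) in EC-like cells. In goblet-like cells it had 0.550 UMIs per 10000 (0.521 to 0.581), and in free RNA 6.15.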

We observed two well-segregated clusters of enterochromaffin cells that correspond to early and late-stage cells (EC1 and EC2). These subtypes can be distinguished by the expression of *Tph1/Tac1* or *Tph1/Sct* but do not express any other peptide hormone (Gehart et al., 2019). 

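Tac1 had 78.6 UMIs per 10000 (75.1 to 82.3) in the EC-like subcluster of 67 cells, 12.6 (12.1 to 13.1) in that of 624 cells, 2.45 (2.25 to 2.65) in that of 833 cells and 1.67 (1.41 to 1.96) in that of 242 cells. Sct went the other way, with 2385 UMIs per 10000 (2375 to 2396) in the subcluster of 242 cells, 538.6 (535.7 to 541.5) in that of 833, 284 (281 to 286) in that of 624 and 87.0 (83.2 to 90.8) in that of 67. The background of these genes in goblet-like cells was 0.159 UMIs per 10000 for Tac1 and 22.6 for Sct, and free RNA held 1.13 and 170.7. Of the other hormones, Cck had 23.9 UMIs per 10000 (23.5 to 24.3) in EC-like cells against 27.8 (27.3 to 28.2) in enterocyte-like cells. Ghrl had 10.7 (10.4 to 10.9) against 10.6 (10.4 to 10.9), and Sst had 1.75 (1.64 to 1.86) against 2.55 (2.42 to 2.70), and each of these 3 genes was higher in free RNA. The most Cck in an EC-like subcluster was 56.0 UMIs per 10000 (53.0 to 59.1), in that of 67 cells. Gip had 23.4 (23.0 to 23.8) against 10.4 (10.1 to 10.7), below the 67.6 of free RNA. Cck and Ghrl in EC-like cells lay above their levels in goblet-like cells. EC-like cells over the UMI limit of the Cell Ranger 2 rule had 45.1 UMIs of Cck and 43.8 of Gip per 10000. Below that limit EC-like cells had 15.7 and 15.5. Pyy stood above background, with 29.4 UMIs per 10000 (28.9 to 29.8) in EC-like cells, 1.27 (1.17 to 1.37) in enterocyte-like cells and 4.22 in free RNA. Pyy was highest among EC-like cells in the subcluster with the most Sct, at 71.6 UMIs per 10000 (69.9 to 73.4). There 57.4% of the 242 cells held a Pyy UMI (51.2% thinned), at a median of 3370 UMIs per cell, against 37.3% of the 517 enterocyte-like cells (11.8% thinned), at a median of 9441 UMIs. Gcg had 18.0 UMIs per 10000 (16.3 to 19.8) in the subcluster of 67 cells, but only 10.4% of these cells held a Gcg UMI.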

We also observed three EEC clusters that share high expression of the peptide hormone *Cck* and *Sct*. Two of these clusters correspond to the canonical N/L cells (*Cck/Gcg/Pyy*) and I cells (CCK), whereas the third uniquely co-expresses *Cck* and *Tph1* (cluster EC/EEC). This third population has not been reported in other recent single-cell sequencing studies but likely corresponds to CCK+/5-HT+ cells that have been described immunohistochemically (Reynaud et al., 2016). 

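Cck (ENSMUSG00000032532, chromosome 9 of GRCm38 from 121489824 to 121495694) had 1850.5 UMIs per 10000 (1845.8 to 1855.2) in I-like cells, 1679 (1672 to 1685) in N/L-like cells and 1110.5 (1102.8 to 1118.3) in EC/EEC-like cells. The next type was K-like, at 212.5 (209.6 to 215.5), against 111 in free RNA and 12.2 (12.0 to 12.3) in goblet-like cells. Sct had 1246 UMIs per 10000 (1242 to 1250) in I-like cells, 1737.5 (1731 to 1744) in N/L-like cells and 1153.5 (1145.7 to 1161.4) in EC/EEC-like cells. K-like cells held 401.5 UMIs of Sct per 10000 (397.5 to 405.6). Cck and Sct were among the markers that named these types.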

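Gcg had 62.5 UMIs per 10000 (61.3 to 63.8) in N/L-like cells, 9.10 in I-like cells and 9.15 (8.46 to 9.88) in EC/EEC-like cells. Pyy had 57.8 (56.6 to 59.0), 3.36 (3.16 to 3.56) and 15.3 (14.4 to 16.3) in the same order. Tph1 had 21.4 UMIs per 10000 (20.3 to 22.5) in EC/EEC-like cells, 6.89 (6.61 to 7.19) in I-like cells and 0.904 (0.764 to 1.06) in N/L-like cells. At least 3 UMIs of both Cck and Tph1 were found in 60.8% (59.2 to 62.4%) of EEC-like cells, and this share moved most, to 8.18% (7.31 to 9.12%), when 10 UMIs of both were required. At 3 UMIs the share was 79.7% (77.8 to 81.6%) in EC-like cells, whose median was 4 Cck UMIs, against 9 in enterocyte-like cells. At 10 UMIs of both it was 67.6% (57.8 to 76.4%) in EC/EEC-like cells, 11.4% (8.77 to 14.5%) in I-like cells, 4.53% (3.61 to 5.61%) in EC-like cells and 2.13% (1.07 to 3.78%) in enterocyte-like cells. In the unnamed EEC-like subclusters of 312 and 309 cells, 13.1% and 12.3% of cells reached this level. No N/L-like cell of 304 (upper limit 1.21%) and no goblet-like cell of 3382 (upper limit 0.109%) reached it. After thinning, 3 UMIs of both were held by 71.4% (61.8 to 79.8%) of EC/EEC-like cells, 54.9% of EC-like cells (57 shallower cells left out), 19.2% (15.9 to 23.0%) of I-like cells and 0.967% of enterocyte-like cells. The median depth was 6474 UMIs in EC/EEC-like and 5271 in N/L-like cells. Of 1752 genes with at least 50 UMIs in EC/EEC-like cells, 0 lay more than 2-fold above EC-, I- and N/L-like cells alike, and 50 of the 105 cells (47.6%) were among the 715 cells with the highest doublet scores.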

Finally, we observed well-segregated clusters of D cells (*Sst*), K cells (*Gip*), and X cells (*Ghrl*) that are consistent with previous reports (Gehart et al., 2019). Thus, many canonical EEC subtypes can be differentiated from each other by expression of individual hormones (e.g. EC, D, K, and X cells), whereas others (N/L, I, EC/EEC cells) show partially overlapping hormonal expression.

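Sst had 2470 UMIs per 10000 (2453 to 2487) in D-like cells, and the next highest of the named types was K-like at 3.80 (3.42 to 4.21), below the 9.21 of free RNA. Gip had 3074 (3063 to 3085) in K-like cells and 76.8 (73.9 to 79.9) in D-like cells, the next highest. Ghrl had 3684 (3672 to 3696) in X-like cells. These genes were among the markers that named the types.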

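Ghrl was not limited to X-like cells: D-like, I-like, N/L-like and EC/EEC-like cells had 358.9 (352.5 to 365.5), 358.5 (356.4 to 360.6), 263 (260.5 to 265.5) and 166 (163 to 169) UMIs of Ghrl per 10000, against 60.8 in free RNA and 8.06 (7.94 to 8.18) in goblet-like cells. Nts had 99.7 (98.2 to 101), 89.3 (88.3 to 90.3) and 66.1 (64.3 to 68.1) in N/L-, I- and EC/EEC-like cells and 6.98 in free RNA. From hormone profiles of this kind, the paper concludes that EC, D, K and X cells can be told apart by individual hormones, whereas N/L, I and EC/EEC cells overlap in part.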

### Expression of receptors and transporters in EEC subtypes

Different EEC subtypes displayed unique patterns of chemoreceptor and transporter expression (Figure 2A). For example, the receptors *Trpa1* and *Olfr558*, which detect irritants and microbial metabolites, respectively, were selectively expressed in enterochromaffin cells (Bellono et al., 2017), whereas nutrient-sensing I/K/N/L cells expressed an array of receptors and transporters involved in the detection of sugars, fats, and amino acids (Figure 2A). 

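Trpa1 (ENSMUSG00000032769, chromosome 1 of GRCm38 from 14872648 to 14918862) was detected in 36.5% (34.2 to 38.8%) of EC-like cells, 28.6% of EC/EEC-like, 11.2% of N/L-like and 1.60% of I-like cells. Enterocyte-like cells, at about 3 times the depth of EC-like cells, gave 7.16%, and goblet-like cells 1.71%. The share in EC-like cells moved most, to 17.1%, when 2 UMIs were required. It was 28.8% (26.7 to 31.1%) thinned, against 2.51% thinned in enterocyte-like cells, and 46.9% among EC-like cells over the UMI limit of the Cell Ranger 2 rule. By EC-like subcluster it was 76.1% of 67 cells, 63.5% of 624, 22.1% of 833 and 5.37% of 242. Olfr558 (ENSMUSG00000070423, chromosome 7 of GRCm38 from 102702215 to 102712064) had 4 UMIs in 2 cells, both EC-like (0.113%, interval 0.0137 to 0.408%) and both below that UMI limit. With counts this low, a difference between the cell types was not detectable. Ffar1, a receptor for fatty acids, was detected in 69.1% (63.6 to 74.2%) of N/L-like cells (37.8% thinned), 41.7% of I-like and 30.3% of K-like cells, against 0.680% of EC-like and 0.976% of goblet-like cells. Casr was detected in 5.81% (3.93 to 8.24%) of I-like cells (1.60% thinned), against 0.340% of EC-like and 0.0887% of goblet-like cells. Gpr119 was detected in 18.1% of N/L-like and 12.3% (7.54 to 18.5%) of K-like cells, against 0.0591% of goblet-like cells. Abcc8, a subunit of an ATP-sensitive potassium channel, was detected in 54.2% (46.0 to 62.2%) of K-like, 46.6% of D-like and 43.8% of N/L-like cells, against 1.92% of goblet-like cells. Slc5a1 had 10.3 UMIs per 10000 in enterocyte-like cells, and its highest value in a named EEC type, 1.10 (0.902 to 1.33) in K-like cells, was below the 1.64 of free RNA. Goblet-like cells held Cck, Sct and Ghrl far below their levels in free RNA. A value below free RNA thus does not exclude expression of Slc5a1 in K-like cells. Ffar4 was no higher in any named EEC type than in goblet-like cells, which had 1.54 UMIs per 10000.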

Of note, CCK+ EECs were recently reported to release glutamate at synapses with sensory afferents, thereby enabling the rapid control of feeding behavior (Buchanan et al., 2022; Kaelberer et al., 2018). However, we were unable to detect the expression of vesicular glutamate transporters (*Slc17a6*, *Slc17a7*, and *Slc17a8*) in any cell type within the intestinal epithelium by scRNA-Seq (Figure 2A).

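Of the 9451 cells, 1 held a UMI of Slc17a6 (chromosome 7 of GRCm38 from 51622006 to 51671119), 0 held one of Slc17a7 (chromosome 7 from 45163949 to 45176142) and 3 held one of Slc17a8 (chromosome 10 from 89574020 to 89621253). These 4 cells (0.0423%, interval 0.0115 to 0.108%) held 1 UMI each, so that requiring 2 UMIs left 0. 2 of the 4 cells were EC-like, 1 was goblet-like and 1 was like cycling or immature crypt cells. Among the 105 EC/EEC-like cells none held a UMI, which allows a share of up to 3.45% of cells with a UMI. The count of 0 for Slc17a7 allows up to 0.0390% of all cells and 0.102% of the 3632 EEC-like cells. Lowering the minimum to 500 genes left the number at 4, of 16570 cells. These limits concern cells with a UMI at a median of 4037 UMIs per EEC-like cell, and not cells that express a gene.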

**Figure 2.**
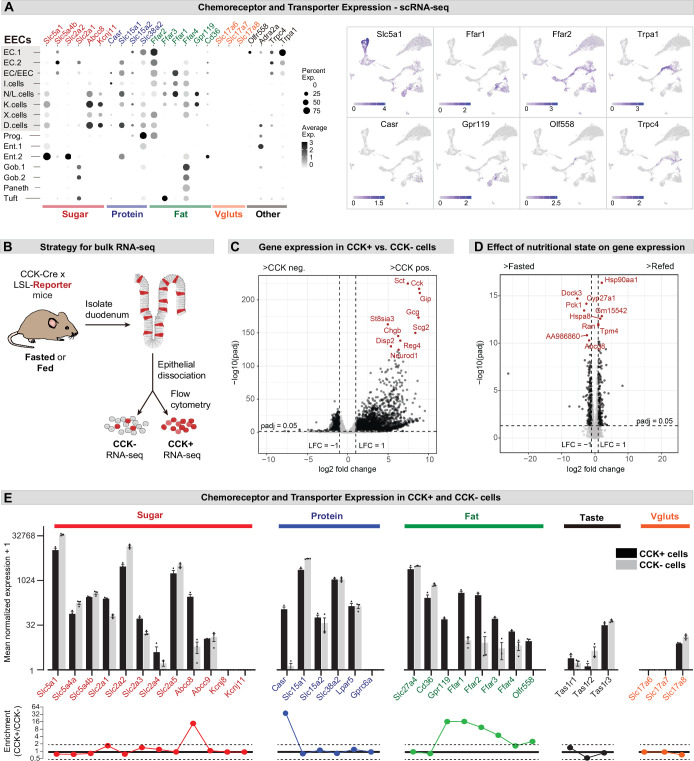
Expression of chemoreceptors and transporters in EECs. (**A**) Expression of genes involved in the detection or absorption of nutrients and other chemical signals, as detected in scRNA-Seq experiments described in Figure 1. Left: dot plot shows gene expression across clusters. Right: UMAP plots show cells colored by gene expression using ln(TPM + 1). (**B**) Strategy for isolation of cells from duodenal epithelium labeled by *CCK^Cre^* (tdTomato+) or not (tdTomato-) for pooled RNA-Seq. (**C**) Volcano plot showing the log2 fold change (LFC) and adjusted p-values (padj) of differentially expressed genes between CCK+ (tdTomato+) and CCK- (tdTomato-) cells. Top 10 most significant genes are highlighted in red and include many EEC markers. (**D**) Volcano plot showing the log2 fold change (LFC) and adjusted p-values (padj) of differentially expressed genes between refed and fasted conditions in CCK+ cells. Top 10 most significant genes are highlighted in red. Few genes involved in nutrient transport or sensing were identified as highly modulated by fasting. (**E**) Normalized for genes involved the detection or transport of sugar, protein and fat, as well as taste receptor genes and glutamate transporters. Note the log2 scale of the y-axis. Expression in CCK+ cells (tdTomato+) and CCK- cells (tdTomato-) from fed mice shown in black and gray. Bottom: Ratio of expression of each gene in CCK+ and CCK- cells. Values greater than 1 indicate enrichment in CCK+ cells. Values reported as mean ± SEM. See also Figure 2—figure supplement 1 and Figure 2—figure supplement 2.

**Figure 2—figure supplement 1.**
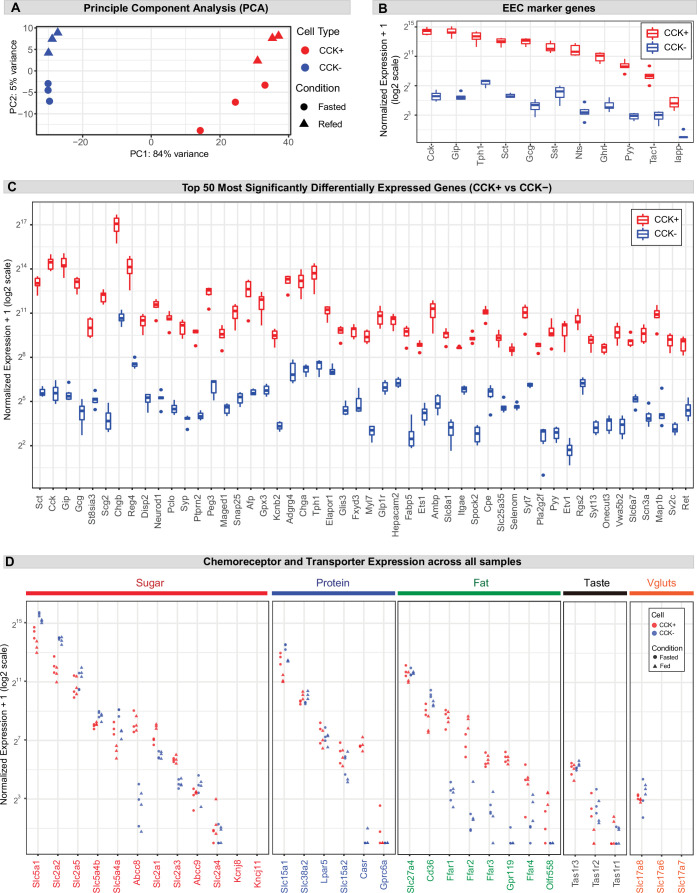
Gene expression in CCK+ EECs. (**A**) Principal component analysis (PCA) of all samples based on variance stabilizing transformed (vst) count data. (**B**) Boxplot displaying the (normalized count + 1) of the EEC marker genes across samples. (**C**) Boxplot displaying the (normalized count + 1) of the 50 most significantly differentially expressed genes between CCK+ and CCK- cells. Genes are ordered by padj from lowest (most significant) to highest. (**D**) Dotplot displaying the (normalized count + 1) of the chemoreceptors and transporters shown in Figure 2, across all three replicates of each sample (fasted and fed, CCK+ and CCK-).

**Figure 2—figure supplement 2.**
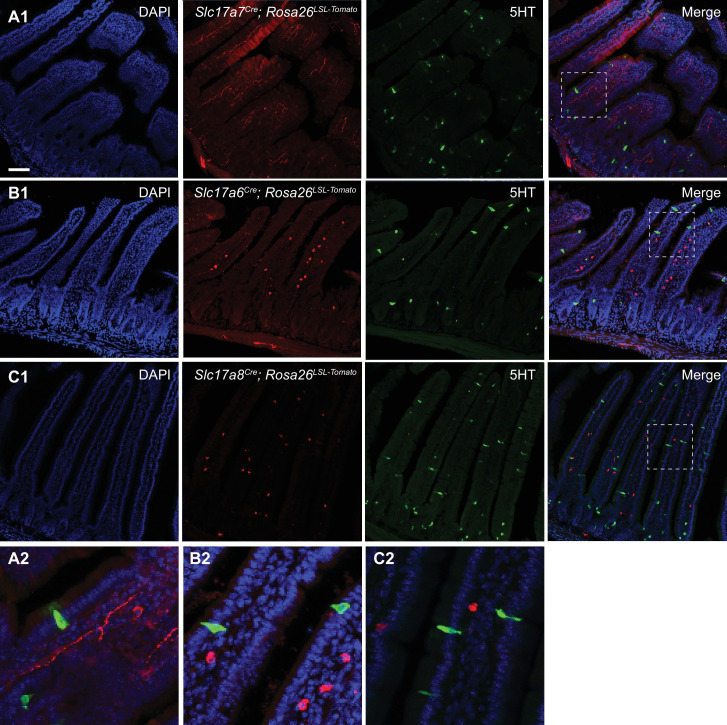
Expression of vesicular glutamate transporters in the small intestine. (**A1**) Section from the small intestine of *Slc17a7^Cre^; R26^LSL-tdTomato^* mice, showing sites of putative VGLUT1 expression. Staining for 5-HT is shown in green. (**B1**) Section from the small intestine of *Slc17a6^Cre^; R26^LSL-tdTomato^* mice, showing sites of putative VGLUT2 expression. Note the different location and morphology of EC/EECs (5-HT, green) versus VGLUT2+ cells (red). (**C1**) Section from the small intestine of *Slc17a8^Cre^; R26^LSL-tdTomato^* mice, showing sites of putative VGLUT3 expression. Note the different location and morphology of EC/EECs (5-HT, green) versus VGLUT3+ cells (red). (**A2–C2**) Insets from A1-C1, showing that cells labeled by *Slc17a7^Cre^/Slc17a6^Cre^/Slc17a8^Cre^* (red) do not have the elongated, ‘flask-like’ morphology characteristic of enteroendocrine cells (green). Scale bar: 100 μm.

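Pooled RNA of sorted epithelial cells was sequenced from 6 mice aged 6 to 8 weeks. The mice carried Cre driven by Cck and a Cre-dependent tdTomato reporter, and each gave 1 library of tdTomato+ cells (CCK+) and 1 of tdTomato- cells (CCK-), 12 in all. 3 mice were fasted overnight (mice A, B and F), and 3 were fasted and then refed with Ensure, a liquid diet (mice C, D and E), so that each of the 4 groups has 3 replicates. The authors quantified reads with Salmon against the GRCm39 cDNA transcriptome, summed them per gene with tximeta, removed genes with no count or a single count, and divided the counts by DESeq2 normalization factors. The values used here are these normalized counts for 22042 genes. They are not whole numbers and whole reads were not recovered from them, so the depth in reads is unknown and no test on counts was run. The normalized counts sum to between 7061155 and 9868241 per CCK+ library and between 9900561 and 11371114 per CCK- library. Groups were compared with limma 3.58.1 on log2(normalized count + 1), with a mean-variance trend, 1 mean per group and 8 residual degrees of freedom. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 over all 22042 genes. Gene positions on GRCm39 are not given here.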

To improve our ability to detect low abundance genes in CCK+ EECs, we crossed *Cck^Cre^* mice to a *R26^LSL-tdTomato^* reporter, purified tdTomato+ and tdTomato- cells from the small intestine epithelium by flow cytometry, and then performed RNA-Seq on the pooled, sorted cells (Figure 2B–D). 

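Between CCK+ and CCK- cells, 7431 genes were called, 4324 of them higher and 3107 lower in CCK+ cells. The number moved most, to 2169 genes, in the fasted libraries alone, and it stayed between 6520 and 7618 with each library left out in turn. The direction depended on the scaling: 58.2% of the called genes were higher in CCK+ cells with the authors' normalization, 83.8% after scaling to the same total and 41.6% after quantile normalization, and the median log2 fold change of all genes was 0.09, 0.16 and -0.14. Cck had 22303 ± 6901 normalized counts (SD, n = 6) in CCK+ and 50.4 ± 22.3 (SD, n = 6) in CCK- libraries, a ratio of means of 443. The ratio was 682 in refed and 310 in fasted libraries, and from 233 to 868 in single mice (SD 235). The log2 fold change of Cck was 8.81 (standard error 0.22, adjusted p = 8.0e-12 by limma). It stayed between 8.68 and 8.98 with each library left out. The largest rises among called genes with a mean of at least 10 and no overlap between the classes were those of ENSMUSG00000101249 (10.44), which has no symbol in the table, Gip (8.84), Gcg (8.83), Cck and Nts (8.42). The largest falls were those of Gcm1 (-5.61), 3 genes without a symbol (-5.51 to -3.24) and Slitrk6 (-2.38). Of the other genes labeled in Figure 2C, Scg2 (8.36), Sct (7.38), Reg4 (6.46), Neurod1 (6.28), Chgb (6.24), Disp2 (5.28) and St8sia3 (4.91) were called higher in CCK+ cells. The median ratio of CCK+ to CCK- libraries over 16 EEC markers was 80.3, and single markers lay between 17.6 and 321.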

As expected, many EEC marker genes were highly enriched in the tdTomato+ cells, confirming the efficacy of the cell sorting (e.g. *Cck*, 440-fold enriched in tdTomato+ versus tdTomato- cells; Figure 2C and Figure 2—figure supplement 1). We also detected numerous receptors and transporters previously reported to be important for nutrient sensing in EECs (Figure 2E and Figure 2—figure supplement 1). 

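Of the 35 chemoreceptor and transporter genes in Figure 2, 32 are listed in the table, and Kcnj8, Slc17a6 and Slc17a7 are not. 24 genes had more than 10 normalized counts in every CCK+ library. Between the classes, 14 of the 32 were called higher in CCK+ cells, 6 lower and 12 were not called. Ffar1 had 397 ± 123 normalized counts (SD, n = 6) in CCK+ and 10.2 ± 4.38 (SD, n = 6) in CCK- libraries, and Abcc8 had 305 ± 132 and 6.41 ± 5.44. Gpr119 had 54.5 ± 11.7 in CCK+ libraries and was listed at 0 in 5 of the 6 CCK- libraries. Kcnj11 had 102 ± 56.9 in CCK+ libraries, with a lowest value of 27.8, and was also listed at 0 in 5 CCK- libraries. Trpa1 had 929 ± 590 in CCK+ and 10.9 ± 7.47 in CCK- libraries. Olfr558 had 4.86 ± 4.23 in CCK+ libraries, 1 of them at 0, and was listed at 0 in every CCK- library.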

The expression level of these chemoreceptors spanned more than five orders of magnitude and included genes selectively expressed in CCK+ cells (such as the amino acid sensor *Casr*, which was 620-fold enriched in tdTomato+ versus tdTomato- cells) as well as other genes more broadly expressed throughout the intestinal epithelium (such as *Slc5a1*, which encodes the glucose transporter SGLT1). 

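The means of the 32 listed genes over the 6 CCK+ libraries ran from 0.728 for Tas1r1, which was at 0 in 4 of them, to 16332 ± 7240 (SD, n = 6) for Slc5a1, a span of 4.35 orders of magnitude. In the refed libraries alone, with Tas1r2 the lowest above 0 at 0.309 and Slc5a1 the highest at 10788, the span was 4.54. Over the means of the CCK- libraries it was 5.62, from Kcnj11 at 0.103, which rests on 1 library, to Slc5a1, and 5.04 in refed CCK- libraries alone. Casr had 102 ± 24.1 normalized counts (SD, n = 6) in CCK+ and 0.165 ± 0.403 (SD, n = 6) in CCK- libraries, a ratio of 621. The CCK- mean rests on 1 library, that of refed mouse D with 0.988, since the other 5 are listed at 0, and without it no ratio can be given. In refed libraries alone the ratio was 329, and over all 12 libraries the ratio of the geometric means of the normalized count + 1 was 90.2. The log2 fold change of Casr was 6.50 (standard error 0.36, adjusted p = 9.1e-09 by limma). Slc5a1 had 43266 ± 8666 in CCK- libraries, a ratio of 0.377 that lay between 0.245 and 0.495 in the 6 mice. Its log2 fold change was -1.50 (standard error 0.17, adjusted p = 1.0e-05 by limma). Over 11 enterocyte markers the CCK+ libraries held a median of 0.446 of the CCK- level (0.262 to 0.796), whereas I-, N/L-, K- and EC/EEC-like single cells held a median of 0.0341 of the level in enterocyte-like cells (0.00736 for Reg1 to 0.653 for Sis). From levels like these in the sorted cells, the paper describes Casr as selective for CCK+ cells and Slc5a1 as broadly expressed in the epithelium.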

We performed these experiments in both fasted and fed mice, but nutritional state had little effect on the expression of most genes involved in nutrient sensing or signaling in EECs (Figure 2D and Figure 2—figure supplement 1).

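In CCK+ cells, 561 genes differed between refed and fasted mice, 289 of them higher and 272 lower after refeeding. With only the 6 CCK+ libraries in the model, limma called 0 genes, although 3190 had an unadjusted p under 0.05 (3736 with all 12 libraries). The fit of all 12 libraries pools the spread over both classes, so that the 561 calls rest in part on the spread of CCK- libraries. The number was 119 without the mean-variance trend and 992 after scaling to the same total, where 797 were higher and 195 lower. It fell to 103, 183, 193, 351 and 333 without the CCK+ libraries of mice D, E, B and F and the CCK- library of mouse D, and rose to 876 without the CCK+ library of mouse A. The largest rises among called genes with a mean of at least 10 and no overlap between refed and fasted libraries were those of Defa42 (5.15), Mybl1 (4.22), Hspa1b (3.58), Lama4 (3.45) and Hsph1 (3.40). The largest falls were those of Dock3 (-4.46), ENSMUSG00000089978 (-4.14), Slc6a18 (-3.39), Pck1 (-3.35) and Dennd2c (-3.23). With each library left out in turn, Dock3 and Pck1 were called in all 12 fits, Lama4, Hsph1 and Dennd2c in 11, Defa42 in 10, Slc6a18 in 9, ENSMUSG00000089978 in 8, Mybl1 in 7 and Hspa1b in 5. Of the other genes labeled in Figure 2D, Gm15542 (2.09), Hsp90aa1 (2.08), Hspa8 (1.65), Ran (1.03) and Tpm4 (1.02) were called higher, and Cyp27a1 (-2.63) and AA986860 (-2.31) lower. A list of 58 nutrient sensors and transporters was written by gene family before the data were examined, and 57 of them are in the table. 9 of the 57 were called (15.8%, against 2.55% of all genes), and 13 were called when adjusted over the list alone. Slc2a1 (1.01) and Slc15a4 (2.45) were higher after refeeding, and Slc5a4a (-1.59), Slc6a19 (-1.48), Slc15a1 (-1.44), Cd36 (-1.16), Slc7a9 (-1.05), Slc5a1 (-1.02) and Slc2a9 (-0.99) were lower. Without the CCK+ library of mouse B, D or E, 1 gene of the list was called (Slc15a1), without that of mouse F 3, and without any 1 of the CCK- libraries 5. Each of the 7 called genes that fell had a higher mean in CCK- than in CCK+ libraries, fasted and refed alike. The median log2 fold change over the list was -0.14, but 0.06 without the CCK+ library of mouse D and 0.02 after scaling to the same total. As a set the list did not pass under camera with its preset correlation (p = 0.0643), and it passed under fry (p = 0.0423), which it no longer did with any library left out except the CCK+ library of mouse C. Genes of the list changed in either direction by fry's mixed test (p = 3.5e-05), and p stayed between 1.9e-06 and 0.00041 with each library left out. 18 of the 57 genes had an absolute log2 fold change above 1, and not all of these were called. Some lay near 0: Gprc6a went from a mean of 1.85 to 0 normalized counts, and Tas1r1 from 0 to 1.46, neither of them called. Of the 57 genes, 40 had a mean of at least 10 in CCK+ libraries. None of the genes Casr, Ffar1, Abcc8 and Gpr119 was called (adjusted p 0.952, 1.00, 0.993 and 0.867). From the small number of such genes changed by fasting (Figure 2D), the paper states that nutritional state had little effect on most of them.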

The glutamate transporter *Slc17a8* (VGLUT3) was detected at a low level in both tdTomato+ and tdTomato- cells, whereas mRNAs for *Slc17a6* (VGLUT2) and *Slc17a7* (VGLUT1) were not detected in any sample (Figure 2E). 

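Slc17a8 (ENSMUSG00000019935) had 7.52 ± 1.17 normalized counts (SD, n = 6) in CCK+ libraries, between 5.97 and 9.15, and 10.9 ± 6.24 (SD, n = 6) in CCK- libraries, between 2.43 and 20.1. The log2 fold change was -0.28 (standard error 0.44, adjusted p = 0.66 by limma), and with each library left out it ran from -0.60 to 0.06. Slc17a6 and Slc17a7 are absent from the table, which leaves out genes with no count or a single count over all samples, so that no limit can be computed for them here.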

To further characterize the expression of these genes, we crossed Cre drivers for each glutamate transporter (*Slc17a6^Cre^*, *Slc17a7^Cre^*, and *Slc17a8^Cre^*) to a *R26^LSL-tdTomato^* reporter and then imaged sections from the proximal intestine. *Slc17a7^Cre^* recombination labeled primarily axons innervating the intestinal villi, consistent with VGLUT1 expression in sensory neurons. For *Slc17a6^Cre^* and *Slc17a8^Cre^*, we observed some labeled cells within the villi, but these were localized primarily to the lamina propria rather than the epithelium (Figure 2—figure supplement 2). Consistently, these tdTomato+ cells appeared spherical and lacked the elongated, ‘flask-shaped’ morphology characteristic of open-type EECs (Liddle, 2018). They also showed no overlap with 5-HT, which labels all enterochromaffin cells and ~40% of CCK+ cells (Figure 2—figure supplement 2). This suggests that glutamate release by EECs may be restricted to rare cells or involve novel, VGLUT-independent mechanisms for loading glutamate into synaptic vesicles.

### An intersectional genetic approach to selectively target EEC subtypes

While EEC subtypes can be distinguished from other epithelial cells via marker genes (Figure 1C and F), the Cre lines corresponding to those genes also label other cell types throughout the body (Figure 3—figure supplement 1). For example, *Cck^Cre^* and *Tac1^Cre^*, which demarcate major subclasses of EECs (discussed below), also label sensory and motor neurons that innervate the intestinal villi (Figure 3D–E). For *Cck^Cre^*, this labeling is due to widespread recombination in the enteric nervous system (Figure 3—figure supplement 1C and Morarach et al., 2021) whereas *Tac1^Cre^* labels subsets of spinal, vagal, and enteric neurons (Browne et al., 2017; Kupari et al., 2019; Morarach et al., 2021). This recombination is so widespread that even the focal delivery of light to the intestine would be insufficient to selectively target these EECs for functional manipulations in vivo.

**Figure 3.**
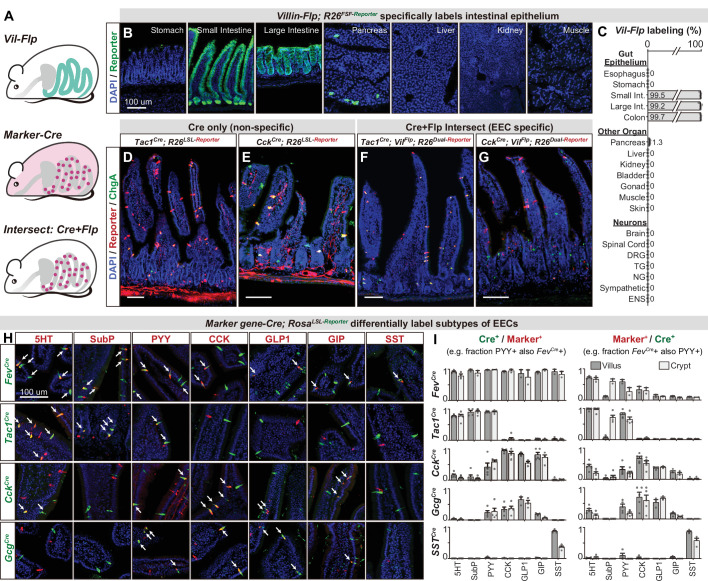
An intersectional genetic approach to selectively target EEC subtypes. (**A**) Schematic illustrating the intersectional genetic approach to target EECs. *Vil-Flp* labels the intestinal epithelium whereas *Marker gene-Cre* labels diverse cells throughout the body. Their intersection defines EECs. (**B**) Cross-section of organs showing that *Vil-Flp* promotes recombination and reporter expression in the intestinal epithelium, as well as very small subsets of pancreatic cells, but not liver, kidney, muscle, or stomach. (**C**) Quantification of the Vil-Flp labeling across the GI tract, other visceral organs, and neuronal tissues reveals high selectivity for the intestine. (**D–G**) Cross-sections of the small intestines reveal the recombination pattern of single *Marker gene-Cre* lines (**D–E**) or the *Marker gene-Cre; Vil-Flp* intersectional strategy (**F–G**). Note that *Tac1^Cre^* (**D**) and *Cck^Cre^* (**E**) label not only EECs but also other cell types, including neuronal terminals and cell bodies in the intestine. In contrast, the labeling using the intersectional strategy is restricted to EECs (**F–G**). ChgA staining (green) marks the majority of enterochromaffin cells and subsets of EECs. (**H**) Double immunostaining of hormonal marker genes (red) and Cre-induced reporter (green) in small intestine villus sections of various *Marker gene-Cre; R26^LSL-Reporter^* mice. White arrows indicate colocalization. (**I**) Quantification of co-localization between different EEC subtypes and the cells labeled by various *Marker gene-Cre; R26^LSL-Reporter^* mice (example images are shown in 3H). The bar graphs on the left show the fraction of EEC subtypes (Marker+) that are labeled by each Cre line. For example, the fraction of cells that stained for PYY that are also labeled by *Fev-Cre* recombination. The bar graphs on the right show the fraction of the cells labeled by each Cre line that are also stained for the marker. For example, the fraction of cells labeled by *Fev-Cre* recombination that also stained for PYY. Comparing the left and right reveals, for example, that *Fev-Cre* labels a high percentage of cells for all EEC subtypes, but that each EEC subtype alone comprises only a fraction of *Fev-Cre* labeled cells. Each quantification is performed separately for cells in the villi (dark gray) and crypts (light gray). Values are reported as mean ± SEM. Scale bar: 100 μm. See also Figure 3—figure supplements 1 and 2, and Figure 3—source data 1. Figure 3—source data 1.Raw data for Figure 3I.

**Figure 3—figure supplement 1.**
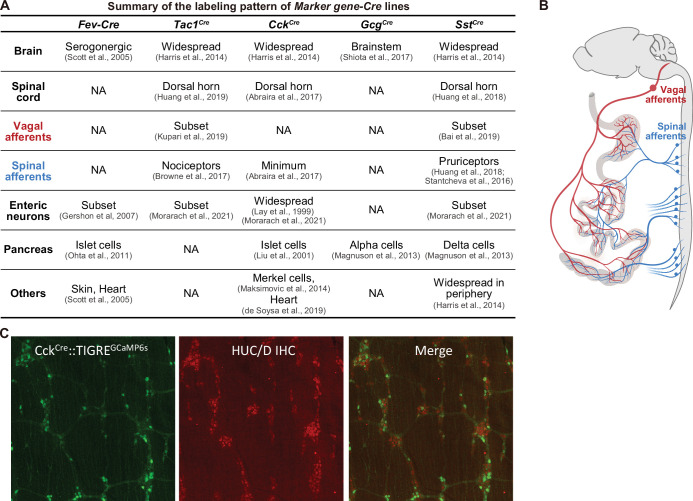
Summary of the labeling patterns of Marker gene-Cre lines. (**A**) Summary of various *Marker gene-Cre* lines, indicating the labeling in the central nervous system (brain and spinal cord), the peripheral nervous systems (vagal afferents, spinal afferents, enteric neurons), and peripheral organ (such as pancreas). (**B**) Schematic showing the spinal afferents (blue) and vagal afferents (red) send axonal projections to the gut which are very close to EECs and preclude selective targeting with spatial methods (e.g. by light delivery). (**C**) *Cck^Cre^* knock-in mice (JAX 012706) induce widespread recombination throughout the enteric nervous system. Shown is a reporter for Cre recombination (GCaMP6s, green, from ai162 reporter mice) and staining for enteric neurons (HuC/D, red) in myenteric ganglia in the duodenum. A similar recombination pattern is observed with other Cre reporters.

**Figure 3—figure supplement 2.**
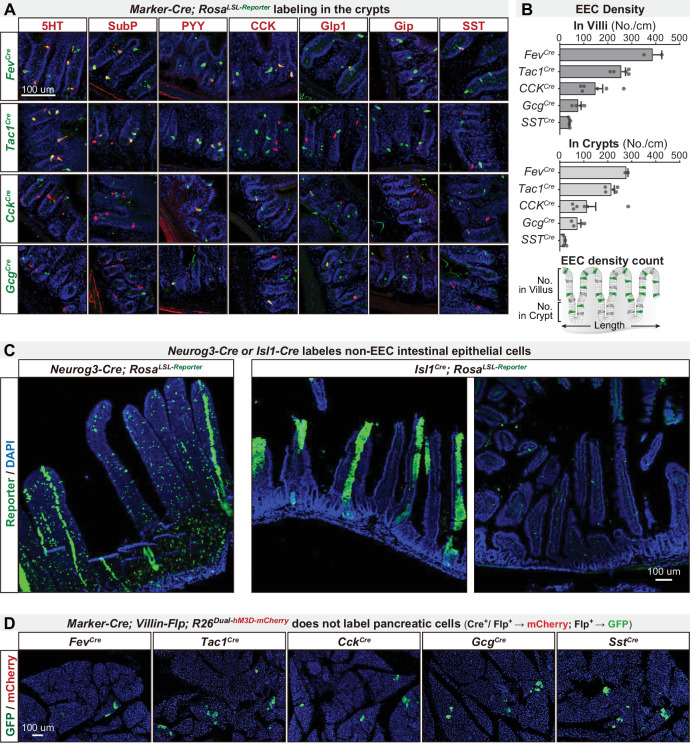
An intersectional genetic approach to selectively target EEC subtypes. (**A**) Double immunostaining of hormonal marker genes (red) and Cre-induced reporter (green) on small intestine crypt sections of various *Marker gene-Cre; R26^LSL-Reporter^* mice. (**B**) Quantification of EEC labeling across villi and crypts using various *Marker gene-Cre; R26^LSL-Reporter^* mice. Bottom: schematic of quantification strategy, using 30 um-thick sections of small intestine. (**C**) Cross sections of the small intestine reveal the expression pattern of reporter using *Neurog3-Cre; R26^LSL-Reporter^* (left) or *Isl1^Cre^; R26^LSL-Reporter^* (right). (**D**) Cross-sections of the pancreas reveal the expression pattern of GFP and mCherry using various *Marker-Cre; Vil-Flp; R26^Dual-hM3D^* mice. Of note, GFP expression is induced by Flp recombination and was observed in a small subset of pancreatic cells. mCherry expression is induced by the combination of Flp and Cre and was not observed in any pancreatic cells. Values are reported as mean ± SEM. Scale bar: 100 μm. See also Figure 3—figure supplement 2—source data 1. Figure 3—figure supplement 2—source data 1.Raw data.

To address this, we developed an intersectional genetic approach for targeting EEC subtypes selectively relative to all other cells in the body (Figure 3A). We first generated a *Villin-Flp* transgenic mouse that efficiently labels the intestinal epithelium (>99%). We extensively characterized the specificity of this line to show that it does not label other tissues, including non-epithelial cells, the nervous system, and visceral organs (Figure 3B, C), with the exception of rare cells in pancreas (~1%). We then crossed this *Villin-Flp* mouse to Cre drivers that target distinct subsets of cells within the epithelium (described below), such that Flp and Cre act as sequential selectivity filters that together label individual EEC subtypes (Figure 3A, F and G). Importantly, we confirmed for each Cre driver that it elicits no overlapping recombination in pancreas when combined with *Villin-Flp* (Figure 3—figure supplement 2). Thus, these Cre and Flp drivers can be used in conjunction with dual-recombinase reporter mice to deliver actuators to dispersed EEC subtypes that express both Cre and Flp.

We next assembled a panel of Cre driver mice corresponding to genes expressed in different subsets of EECs, or their progenitors, and characterized their recombination pattern in the intestinal epithelium. Among EEC progenitor markers, we found that *Fev-Cre* efficiently labels all EEC subtypes tested (~90% of cells) but not other cell types in the intestinal epithelium (Figure 3H, I, and Figure 3—figure supplement 2). Thus, this line enables targeting all EECs simultaneously. In contrast, the progenitor markers *Neurog3-Cre* and *Isl1^Cre^* labeled other epithelial cells (Figure 1B) or the stem cell niche (Figure 3—figure supplement 2) and therefore lacked useful specificity.

We also tested Cre drivers corresponding to EEC peptide hormones, which revealed that *Tac1^Cre^*, *Cck^Cre^*, and *Sst^Cre^* label distinct EEC subsets (Figure 3H, I, and Figure 3—figure supplement 2A). *Tac1^Cre^* specifically and efficiently labels 5-HT producing enterochromaffin cells, including both early stage (TAC1+, cluster EC.1) and late stage (which have lost TAC1 expression, cluster EC.2) cells but not EECs that express the peptides CCK, GLP-1, GIP, or SST. On the other hand, *Cck^Cre^* labels virtually all CCK+ cells (~98% in villi) and majority of GLP-1 and GIP expressing cells, consistent with our scRNA-seq data (Figure 1F). Interestingly, we found that subsets of *Cck^Cre^* labeled EECs also co-express 5-HT (Figure 2H). These cells are distinct from the 5-HT cells derived from the TAC1 + lineage and likely correspond to cluster EC/EEC in our scRNA-seq data (Figure 1B and C). A similar recombination pattern to *Cck^Cre^* was observed for *Gcg^Cre^*. Finally, *Sst^Cre^* specifically targets D cells (SST+) without any labeling of other cell types. Thus, these Cre drivers can be used in conjunction with *Villin-Flp* to provide efficient and specific genetic access to a spectrum of different EEC subsets.

### Distinct EEC subtypes signal reward and aversion

We applied this intersectional strategy to manipulate EEC subtypes and investigate how they influence feeding behavior. As hormone release from EECs is naturally triggered by Gq-signaling (Adriaenssens et al., 2018), we targeted the DREADD hM3Dq to EECs (by crossing Cre drivers to *Villin-Flp* and *R26^Dual-hM3Dq^* mice) and stimulated these cells with CNO (Figure 4A). We found that CNO activation of all EECs (labeled by *Fev-Cre*) caused a robust reduction of food intake in fasted mice, whereas CNO alone had no effect in littermate controls (Figure 4B and C). We further showed that several EEC subtypes were sufficient to inhibit food intake when activated individually, including *Tac1^Cre^* cells (enterochromaffin cells) as well as *Cck^Cre^* and *Gcg^Cre^* cells (I/NL/K cells) (Figure 4B, C). In contrast, there was no effect on food intake following stimulation of *Sst^Cre^* cells (D cells; Figure 4B, C) or X cells that express ghrelin (via *Ghrl^Cre^; R26^LSL-hM3D^* mice; Figure 4B-D). The lack of response in X cells may reflect the fact that ghrelin stimulates feeding only when administered at supraphysiologic levels (~20-fold above baseline, McFarlane et al., 2014).

**Figure 4.**
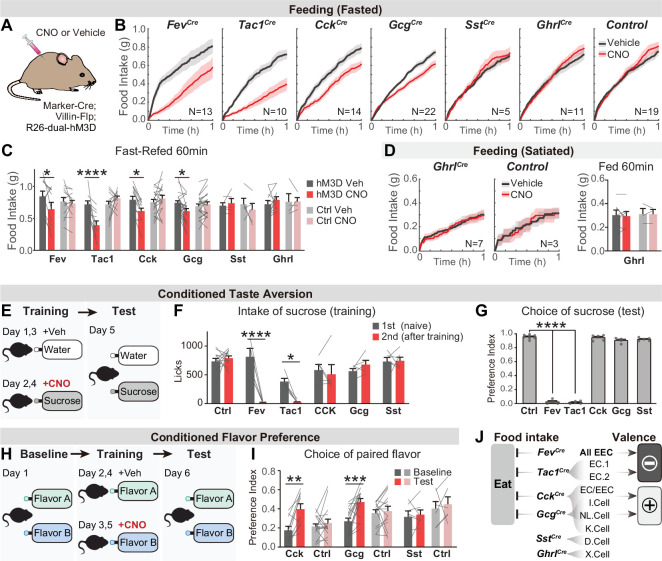
Distinct EEC subtypes signal reward and aversion. (**A**) Overview of the chemogenetic approach to stimulate EEC subtypes. Littermates that were Cre or Flp negative (and therefore did not express hM3D) were used as genetic controls. (**B**) Cumulative food intake over one hour of overnight food-deprived mice, comparing trials with CNO or saline treatment. (**C**) Quantification of total food intake at 1 hr from (**B**), including data for both triple-mutants and littermate controls. Two-way repeated measures ANOVA. Genotype: F(11, 138)=1.508, p=0.135. Drug: F(1, 138)=8.392, p=0.0044. Interaction: F(11, 138)=5.5157, p<0.0001. (**D**) Cumulative food intake of satiated mice, and quantification of total food intake at 1 hr. (**E**) CTA paradigm. In the training trials, CNO or vehicle is delivered intraperitoneally after 20 min of sucrose or water ingestion. This is followed by a two-bottle test on day 5. (**F**) Total sucrose intake during training trials of CTA, comparing the 1st trial (day 1, naive mice) versus the 2nd trial (day 3, after pairing sucrose with CNO for one trial). Two-way repeated measures ANOVA. Day: F(1, 63)=16.31, p=0.0001. Genotype: F(5, 63)=3.463, p=0.0079. Interaction: F(5, 63)=3.382, p=0.0091. (**G**) Preference for sucrose during the two-bottle test (day 5). Ordinary one-way ANOVA. F(5, 25)=1168, p<0.0001. (**H**) CFP paradigm. In the training trials, CNO or vehicle is delivered in the drinking solution along with flavor A or flavor B. (**I**) Preference for the CNO paired in a two-bottle test at baseline (day 1) and after CFP training (day 6). Two-way repeated measures ANOVA. Genotype: F(5, 63)=3.463, p=0.0079. Day: F(1, 63)=16.31, p=0.0001. Interaction: F(5, 63)=3.382, p=0.0091. (**J**) Summary of EEC subtypes labeled by each Cre line, and their effects on food intake and food learning. Values are reported as mean ± SEM. N mice is annotated within figures. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, two-way ANOVA (C, D, G, and I) or Ordinary one-way ANOVA (**F**). See also Source data 1 and Figure 4—source data 1, Figure 4—source data 2, Figure 5—source data 3, Figure 4—source data 4. Figure 4—source data 1.Raw data for Figure 4C. Figure 4—source data 2.Raw data for Figure 4F. Figure 4—source data 3.Raw data for Figure 4G. Figure 4—source data 4.Raw data for Figure 4I.

We next investigated the ability of EEC subtypes to drive learning about food. We first asked whether pairing EEC activation with consumption of a strongly preferred flavor could create a conditioned taste aversion (CTA). Animals were trained on consecutive days by injection of CNO after sucrose ingestion or vehicle after water ingestion, and then tested for their learned preference (Figure 4E). We found that activation of all intestinal EECs labeled by *Fev-Cre* induced dramatic aversion, such that animals avoided consumption of sucrose after just one training session (Figure 4F) and completely reversed their preference in a subsequent two-bottle test (Figure 4G). This learning was absent in littermate controls (lacking hM3D expression) treated with CNO (Figure 4F-G). Testing of individual subtypes revealed that activation of *Tac1^Cre^*-labeled enterochromaffin cells alone was sufficient to drive this CTA, whereas activation of other subtypes (labeled by *Cck^Cre^*, *Gcg^Cre^*, or *Sst^Cre^*) created no measurable aversion (Figure 4F-G).

To test whether activation of these other EEC subtypes may encode positive valence, we next used an assay for conditioned flavor preference (CFP). Mice were trained by allowing them to consume two neutral, non-nutritive flavors, one of which contained CNO and the other vehicle, and learning was accessed by comparing their flavor preference before and after training (Figure 4H). This revealed that activation of EECs labeled by *Cck^Cre^* or *Gcg^Cre^* was sufficient to induce robust conditioned preference (Figure 4I), whereas activation of D cells labeled by *Sst^Cre^* had no effect (Figure 4I). *Fev-Cre* or *Tac1^Cre^* were not re-tested in this CFP assay, because we had already shown they promote dramatic aversion in the more stringent CTA test (Figure 4F and G). Together, these results reveal that multiple EEC subtypes inhibit food intake but generate opposing valence signals that create learned aversion or preference for specific foods (Figure 4J).

### Different neurotransmitters regulate food consumption and learning

We next investigated the gut hormones that mediate these effects, by combining chemogenetic activation of EEC subtypes with administration of receptor antagonists. *Tac1^Cre^* labels enterochromaffin cells that release 5-HT, substance P (encoded by the *Tac1* gene), and PYY, while *Cck^Cre^* labels EECs that release CCK, GLP-1, GIP, PYY, and 5-HT (Figure 3H, I, and Figure 3—figure supplement 1A). We therefore tested a panel of antagonists targeting key receptors for these hormones, including ondansetron (for 5-HT3R), RP67580 (for TACR1), and JNJ-31020028 (for the PYY receptor NPY2R), Devazepide (for CCKAR) and Ex3 (for GLP1R).

We found that the acute inhibition of feeding caused by enterochromaffin cell stimulation (*Tac1^Cre^*) was attenuated by treatment with an antagonist targeting 5-HT3R but not TACR1 or NPY2R (Figure 5A and Figure 5—figure supplement 1A). Interestingly, although 40% of *Cck^Cre^* EECs also secrete 5-HT (Figure 3I), a 5-HT3R antagonist had no effect on the inhibition of feeding caused by *Cck^Cre^* EECs. In contrast, this feeding inhibition was fully blocked by antagonists against either CCKAR or NPY2R, but not TACR1 or GLP1R (Figure 5B and Figure 5—figure supplement 1B). Thus, although the hormones released by *Tac1^Cre^* EECs and *Cck^Cre^* EECs are partially overlapping, the receptors required for their acute inhibition of feeding are different (5-HT3R for *Tac1^Cre^* EECs, versus CCKAR and NPY2R for *Cck^Cre^* EECs) (Figure 5E). This suggests that the same gut hormone can have different effects when released by different cell types.

**Figure 5.**
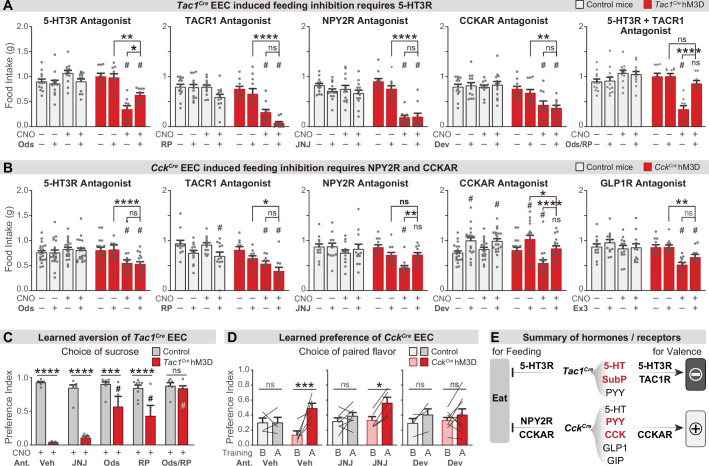
Different neurotransmitters regulate food consumption and learning. (**A–B**) One-hour food intake of overnight food-deprived mice treated with either CNO or vehicle, and the receptor antagonist or vehicle, immediately before food access. Experimental *Tac1^Cre^; Vil-Flp; R26^Dual-hM3D^* mice (**A**), *Cck^Cre^; Vil-Flp; R26^Dual-hM3D^* mice mice (**B**) are shown in red. Littermate control mice that do not express hM3D are shown in gray (**A,B**). The key comparison is the last two red bars in each set, which reports whether the receptor antagonist can block the ability of CNO to reduce food intake. Statistics for (**A**): Two-way repeated measures ANOVA. Ods. Genotype: F(1, 19)=14.25, p=0.0013. Drug: F(3, 57)=6.741, p=0.0006. Interaction: F(3, 57)=19.00, p<0.0001. RP. Genotype: F(1, 21)=34.88, p<0.0001. Drug: F(3, 63)=21.57, p<0.0001. Interaction: F(3, 63)=8.333, p<0.0001. JNJ. Genotype: F(1, 21)=21.84, p=0.0001. Drug: F(3, 63)=24.65, p<0.0001. Interaction: F(3, 63)=16.17, p<0.0001. Dev. Genotype: F(1, 21)=23.33, p<0.0001. Drug: F(3, 63)=4.295, p=0.0081. Interaction: F(3, 63)=5.032, p=0.0034. Ods RP. Genotype: F(1, 19)=8.406, p=0.0092. Drug: F(3, 57)=8.835, p<0.0001. Interaction: F(3, 57)=21.44, p<0.0001. Statistics for (**B**): Two-way repeated measures ANOVA. Ods. Genotype: F(1, 34)=2.679, p=0.1109. Drug: F(3, 102)=4.382, p=0.0061. Interaction: F(3, 102)=10.11, p<0.0001. RP. Genotype: F(1, 20)=14.75, p=0.0010. Drug: F(3, 60)=10.02, p<0.0001. Interaction: F(3, 60)=2.394, p=0.0772. JNJ. Genotype: F(1, 21)=4.676, p=0.0423. Drug: F(3, 63)=8.661, p<0.0001. F(3, 63)=2.446. Interaction: p=0.0720. Dev. Genotype: F(1, 34)=1.694, p=0.2018. Drug: F(3, 102)=24.64, p<0.0001. Interaction: F(3, 102)=7.190, p=0.0002. Ex. Genotype: F(1, 21)=4.407, p=0.0481. Drug: F(3, 63)=12.92, p<0.0001. Interaction: F(3, 63)=5.193, p=0.0029. See Source data 1 for exact p values of all post-hoc tests. (**C**) *Tac1^Cre^; Vil-Flp; R26^Dual-hM3D^* mice (red) were subjected to CTA training as in Figure 4, except that they were treated with the indicated antagonist or vehicle prior to each training session. Littermate controls that lack hM3D expression (gray) were treated identically. Shown is the preference for sucrose during the two-bottle test on day 5. Note that all mice received CNO during CTA training. Two-way repeated measures ANOVA. Drug: F(4, 50)=10.62, p<0.0001. Genotype: F(1, 50)=117.6, p<0.0001. Interaction: F(4, 50)=11.15, p<0.0001. (**D**) *Cck^Cre^; Vil-Flp; R26^Dual-hM3D^* mice mice (red) were subjected to CFP training as in Figure 4, except that they were treated with the indicated antagonist or vehicle prior to each training session. Littermate controls that lack hM3D expression (gray) were treated identically. Results are shown for the two-bottle tests on day 1 (before training, ‘B’) and day 6 (after training, ‘A’). Preference index indicates the preference for the CNO paired flavor, as in Figure 4. Note that all animals received CNO during training. Two-way repeated measures ANOVA. Time: F(1, 28)=22.71, p<0.0001. Genotype-Treatment: F(5, 28)=0.7891, p=0.5664. Interaction: F(5, 28)=2.895, p=0.0314. (**E**) Summary of gut hormones expressed in the *Tac1^Cre^* EECs or *Cck^Cre^* EECs, and the corresponding receptors required for the regulation of feeding behavior or learned preferences, based on the pharmacological data presented in this figure. Values are reported as mean ± SEM. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001; # or ns above bars indicate p-value comparing with the vehicle control treatment of the same genotype (#p<0.05); two-way ANOVA. See also Figure 5—figure supplement 1, figure , Figure 5—source data 1, Figure 5—source data 2, Figure 5—source data 3. Figure 5—source data 1.Raw data for Figure 5A. Figure 5—source data 2.Raw data for Figure 5B. Figure 5—source data 3.Raw data for Figure 5C. Figure 5—source data 4.Raw data for Figure 5D.

**Figure 5—figure supplement 1.**
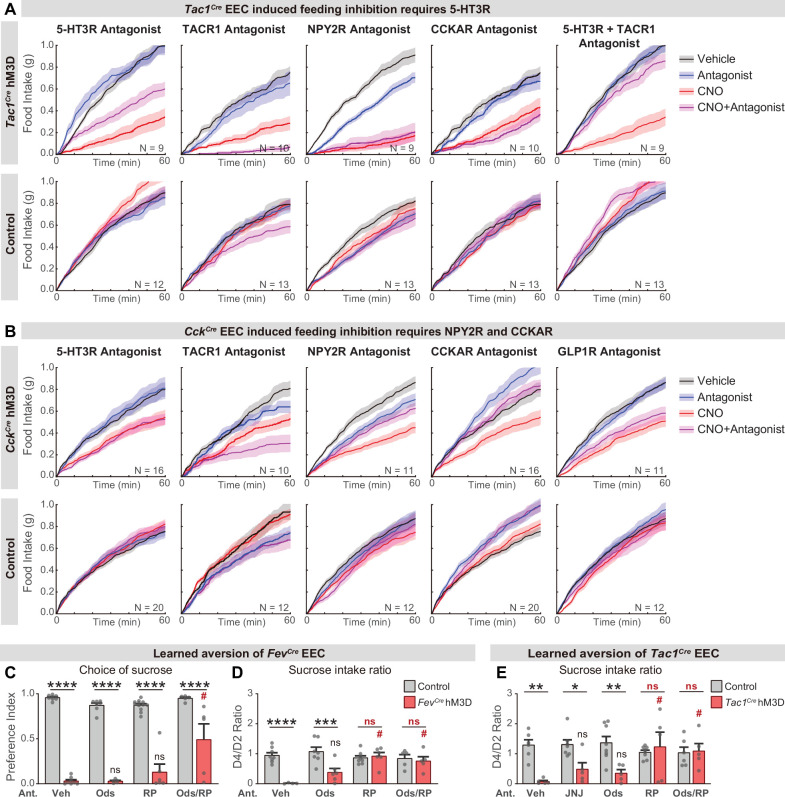
Different neurotransmitters regulate food consumption and learning. (**A–B**) Cumulative food intake of overnight food-deprived mice. Each plot compares trials with CNO, antagonist, or vehicle treatment, using either *Tac1^Cre^; Vil-Flp; R26^Dual-hM3D^* mice (**A**), *Cck^Cre^; Vil-Flp; R26^Dual-hM3D^* mice (**B**), or control mice (**A–B**). (**C–D**) Quantification of CTA comparing *Fev-Cre; Vil-Flp; R26^Dual-hM3D^* mice and control mice that are treated with antagonist or vehicle before CTA training. All mice received CNO during CTA training. (**C**) Choice of sucrose during the test trial of CTA. (**D**) Ratio of total sucrose intake in the second sucrose trial (day 3, after pairing with CNO for one trial) versus 1st sucrose trial (day 1, naïve mice). (**E**) Quantification of CTA comparing *Tac1^Cre^; Vil-Flp; R26^Dual-hM3D^* mice and control mice that are treated with antagonist or vehicle before CTA training. All mice received CNO during CTA training. Plot shows the ratio of total sucrose intake in the second sucrose trial (day 3, after pairing with CNO for one trial) versus first sucrose trial (day 1, naive mice). Values are reported as mean ± SEM. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001; # or ns above the bar indicate p-value comparing with the vehicle control treatment of the same genotype (#*P*<0.05); two-way ANOVA. See also Source data 1 and Figure 5—figure supplement 1—source data 1. Figure 5—figure supplement 1—source data 1.Raw data.

To investigate how these signals drive learning, we treated animals with the same panel of antagonists during taste conditioning. We found that inhibition of 5-HT3R or TACR1 during training could partially block the CTA induced by enterochromaffin cell activation, whereas the NPY2R antagonist had no effect (Figure 5C and Figure 5—figure supplement 1E). Strikingly, combined treatment with 5-HT3R and TACR1 antagonists during training abolished the enterochromaffin cell induced CTA (Figure 5C and Figure 5—figure supplement 1E). Similar effects were observed for the CTA induced by activation of all EECs (Figure 5—figure supplement 1C, D). Thus, enterochromaffin cells can induce learned aversion by signaling through the 5-HT3R and TAC1R, whereas their acute inhibition of feeding requires only 5-HT/5-HT3R signals (Figure 5E).

We performed a similar analysis for the effects of *Cck^Cre^* cells. Since CCKAR and NPY2R are required for the feeding inhibition induced by *Cck^Cre^* cells, we tested whether these receptors are necessary for flavor conditioning by administering antagonists during training. We found that flavor preference induced by *Cck^Cre^* cell stimulation was prevented by blocking CCKAR but not NPY2R (Figure 5D). The fact that NPY2R antagonists can block *Cck^Cre^*-induced satiety, but not flavor preference, reveals these cells influence satiety and learning through separable mechanisms (Figure 5E).

### Parallel neuronal pathways convey EEC signals to the brain

We sought to identify how this information is transmitted to the brain. Vagal and spinal afferents comprise the two major ascending circuits for gut-brain communication (Brookes et al., 2013; Latorre et al., 2016), and subsets of these sensory neurons express receptors for hormones released by EECs, including 5-HT3R, CCKAR, and NPY2R (Bai et al., 2019; Li et al., 2016; Sharma et al., 2020; Williams et al., 2016). We therefore tested the necessity of these two pathways for the effects of EECs on learning and appetite.

We prepared cohorts of triple transgenic mice for chemogenetic activation of *Cck^Cre^* or *Tac1^Cre^*-labeled cells, and then subjected these animals to one of two procedures (Figure 6A): subdiaphragmatic vagotomy to surgically remove vagal innervation to the abdominal viscera (Figure 6—figure supplement 1A, B) or intrathecal injection of resiniferatoxin (RTX), a potent TRPV1 agonist, to ablate TRPV1+ spinal afferent neurons without impacting vagal sensory neurons (Figure 6—figure supplement 1C, D; Mishra and Hoon, 2010). We then measured the effect of chemogenetic stimulation of EECs in these deafferented animals and controls.

**Figure 6.**
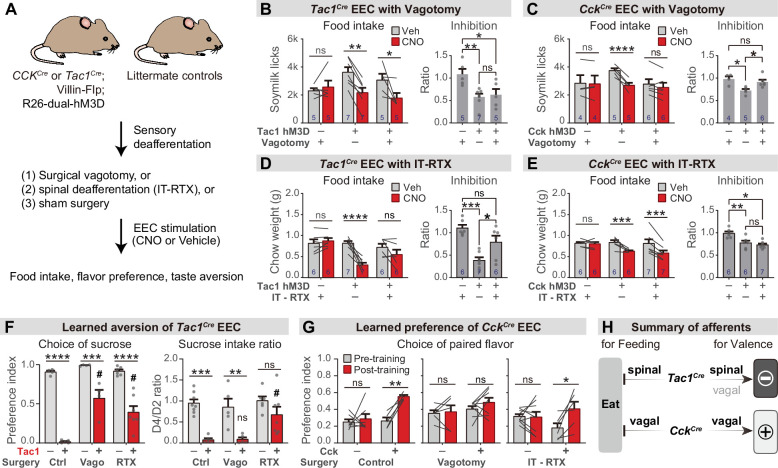
Parallel neuronal pathways convey EEC signals to the brain. (**A**) Experimental design. Triple-transgenic mice expressing hM3D in CCK or TAC1 EECs, or littermate controls, were subjected to either surgical vagotomy to remove subdiaphragmatic vagal afferents, or treatment with intrathecal RTX to ablate spinal afferents, or sham surgery. They were then treated with CNO or vehicle and the effect on feeding behavior and learned preferences was measured. (**B,D**) *Tac1^Cre^; Vil-Flp; R26^Dual-hM3D^* mice and littermate controls were subjected to either subdiaphragmatic vagotomy or sham surgery (**B**) or IT-RTX or sham surgery (**D**). Animals were then food deprived overnight, injected with CNO or vehicle, and one-hour food intake was recorded. Right: ratio of feeding inhibition after treatment with CNO versus vehicle. Statistics for (B, left): Two-way repeated measures ANOVA. Drug: F(1, 14)=15.03, p=0.0017. Subject: F(2, 14)=0.7452, p=0.4925. Interaction: F(2, 14)=6.480, p=0.0102. (B, right): Ordinary one-way ANOVA. F(2, 14)=6.926, p=0.0081.(D, left): Two-way repeated measures ANOVA. Drug: F(1, 16)=20.25, p=0.0004. Subject: F(2, 16)=4.673, p=0.0252. Interaction: F(2, 16)=13.38, *P*=0.0004. (D, right): Ordinary one-way ANOVA. F(2, 16)=13.40, p=0.0004. (**C,E**) *Cck^Cre^; Vil-Flp; R26^Dual-hM3D^* mice and littermate controls were subjected to either subdiaphragmatic vagotomy or sham surgery (**C**) or IT-RTX or sham surgery (**E**). Animals were then food deprived overnight, injected with CNO or vehicle, and one-hour food intake was recorded. Right: ratio of feeding inhibition after treatment with CNO versus vehicle. Statistics for (C, left): Two-way repeated measures ANOVA. Drug: F(1, 12)=32.50, p<0.0001. Subject: F(2, 12)=0.6638, p=0.5328. Interaction: F(2, 12)=15.33, p=0.0005. (C, right): Ordinary one-way ANOVA. F(2, 12)=7.267, p=0.0086. (E, left): Two-way repeated measures ANOVA. Drug: F(1, 16)=34.54, p<0.0001. Subject: F(2, 16)=1.036, p=0.3774. Interaction: F(2, 16)=7.123, p=0.0061. (E, right): Ordinary one-way ANOVA. F(2, 16)=11.03, p=0.0010. (**F**) *Tac1^Cre^; Vil-Flp; R26^Dual-hM3D^* mice (red) and littermate controls (gray) underwent sham treatment, vagotomy, or IT-RTX before CTA training as in Figure 4. All mice received CNO during CTA training. Left: Preference for sucrose in the two-bottle test after CTA training. Ordinary two-way ANOVA. Genotype: F(1, 24)=154.1, p<0.0001. Treatment: F(2, 24)=12.83, p=0.0002. Interaction: F(2, 24)=7.792, p=0.0025. Right: Ratio of total sucrose intake in the second sucrose training session (day 3, after pairing with CNO for one trial) versus first sucrose session (day 1, naive mice). Ordinary two-way ANOVA. Genotype: F(1, 30)=35.61, p<0.0001. Treatment: F(2, 30)=4.673, p=0.0171. Interaction: F(2, 30)=2.398, p=0.1081. Of note, the apparent increased preference for sucrose after vagotomy is largely due to the low ingestion of water; see also Figure 6—figure supplement 1I. (**G**) *Cck^Cre^; Vil-Flp; R26^Dual-hM3D^* mice and littermate controls underwent sham treatment, vagotomy, or IT-RTX and then were subjected to CFP training as in Figure 4. Shown is the preference for the CNO paired flavor in the two-bottle test before training (gray bars, day 1) and after training (red bars, day 6). Control: Two-way repeated measure ANOVA. Genotype: F(1, 10)=16.95, p=0.0021. Time: F(1, 10)=9.746, p=0.0108. Interaction: F(1, 10)=5.771, p=0.0372.Vagotomy: Two-way repeated measure ANOVA. Genotype: F(1, 12)=1.866, p=0.1970. Time: F(1, 12)=1.213, p=0.2923. Interaction: F(1, 12)=0.4892, p=0.4976. IT-RTX: Two-way repeated measure ANOVA. Genotype: F(1, 13)=0.08803, p=0.7714. Time: F(1, 13)=5.795, 0.0316. Interaction: F(1, 13)=6.671, p=0.0227. (**H**) Summary of neuronal pathways required for Tac1^Cre^ EECs or Cck^Cre^ EECs to regulate food intake and drive food learning. Values are reported as mean ± SEM. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001; # or ns above bars indicate p-value comparing with the vehicle control treatment of the same genotype (#*P*<0.05); two-way ANOVA (left of B-E; **F, G**), or ordinary one-way ANOVA (right of B-E). See also Figure 6—figure supplement 1, Figure 6—source data 1, Source data 1, Figure 6—source data 2, Figure 6—source data 3, Figure 6—source data 4, Figure 6—source data 5, . Figure 6—source data 1.Raw data for Figure 6B. Figure 6—source data 2.Raw data for Figure 6C. Figure 6—source data 3.Raw data for Figure 6D. Figure 6—source data 4.Raw data for Figure 6E. Figure 6—source data 5.Raw data for Figure 6F. Figure 6—source data 6.Raw data for Figure 6G.

**Figure 6—figure supplement 1.**
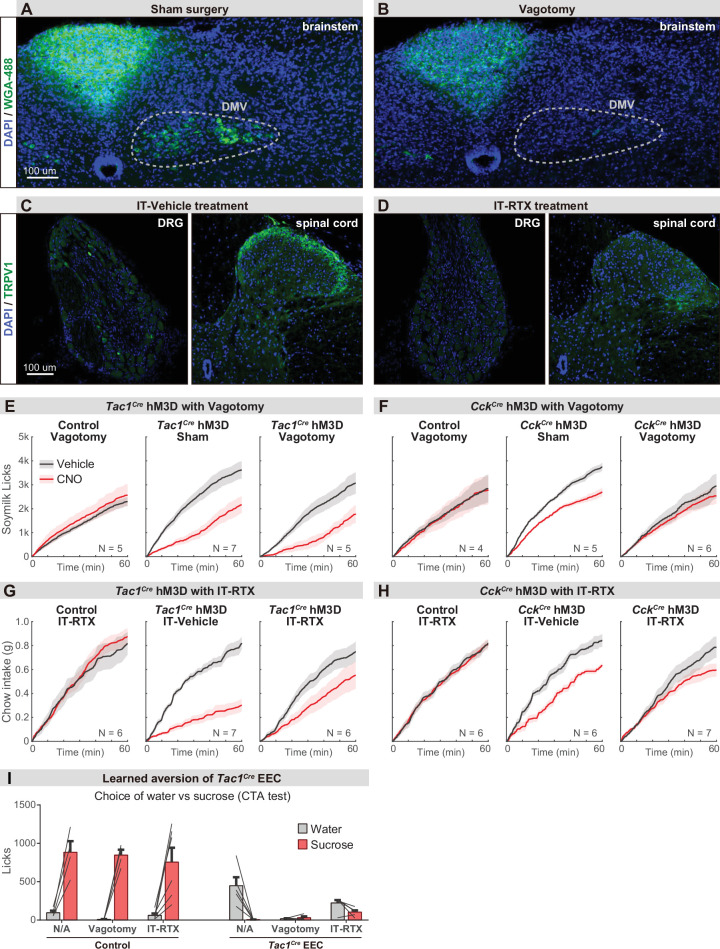
Parallel neuronal pathways convey EEC signals to the brain. (**A–B**) Brainstem sections showing the vagal motor neurons that are labeled by intraperitoneal injection of wheat germ agglutinin (WGA-488). Labeling was largely absent following subdiaphragmatic vagotomy (**B**) compared with sham control (**A**). (**C–D**) Immunostaining of TRPV1 on DRG and spinal cord sections. The TRPV1+ DRG neurons (left) and axonal terminals in spinal cord (right) are greatly diminished following the intrathecal injection of RTX (**D**) compared with vehicle injection (**C**). (**E–H**) Cumulative food intake over time after overnight food deprivation. Each plot compares trials with CNO or vehicle treatment, using either *Tac1^Cre^; Vil-Flp; R26^Dual-hM3D^* mice (**E, G**), *Cck^Cre^; Vil-Flp; R26^Dual-hM3D^* mice (**F, H**), or control mice (**E–H**), with vagotomy versus sham treatment (**E–F**), or IT-RTX versus IT-vehicle treatment (**G–H**). (**I**) Licks of sucrose versus water during CTA choice test, using *Tac1^Cre^; Vil-Flp; R26^Dual-hM3D^* mice or control mice with sham treatment, vagotomy, or IT-RTX. Of note, stimulation of *Tac1^Cre^* EEC in the vagotomy mice reduced the intake of both sucrose and water, suggesting vagotomy is not sufficient to block the aversion induced by *Tac1^Cre^* EECs. Values are reported as mean ± SEM. Scale bar: 100 μm. See also Figure 6—figure supplement 1—source data 1. Figure 6—figure supplement 1—source data 1.Raw data.

We found that vagotomy abolished the feeding inhibition induced by activation of *Cck^Cre^* labeled EECs (Figure 6C and Figure 6—figure supplement 1F) but had no effect on the reduction in feeding induced by *Tac1^Cre^* EECs (Figure 6B and Figure 6—figure supplement 1E). In contrast, intrathecal RTX treatment abolished the feeding inhibition induced by the *Tac1^Cre^* labeled EECs (Figure 6D and Figure 6—figure supplement 1G) but had no effect on responses to *Cck^Cre^* EECs (Figure 6E and Figure 6—figure supplement 1H). Thus, the EECs labeled by *Tac1^Cre^* and *Cck^Cre^* inhibit food intake via spinal and vagal pathways, respectively (Figure 6H).

We next investigated how these two neuronal pathways contribute to EEC driven learning. Intrathecal RTX prior to training was sufficient to partially prevent the acquisition of CTA following *Tac1^Cre^* activation, indicating that spinal afferents contribute to this process (Figure 6F), whereas vagotomy prior to training did not block this CTA (as reflected by the reduction in sucrose intake after one round of training; Figure 6F and Figure 6—figure supplement 1I). In contrast, the conditioned flavor preference induced by the *Cck^Cre^* activation was unaffected by the ablation of TRPV1 +spinal afferents but abolished by vagotomy (Figure 6G). Thus, vagal afferents are necessary for the *Cck^Cre^* EECs to transmit positive valence to the brain, whereas enterochromaffin-cell-mediated aversion is relayed at least in part by spinal pathways (Figure 6H).

## Discussion

EECs are the proximal sensors of most chemical cues in the GI tract and consequently play a privileged role in gut-brain communication. However, direct tests of their function have been limited by the difficulty of selectively accessing these cells for manipulations in vivo. One recent study used the gene *Insl5* to target GLP1/PYY+ EECs in the colon (Lewis et al., 2020), but most marker genes that label EEC subtypes are broadly expressed in other tissues important for metabolism and appetite (Figure 3—figure supplement 1). As a result, EECs have not been subject to the kinds of acute and targeted manipulations that have been critical for unravelling how circuits in the brain and peripheral nervous system control feeding behavior.

Here, we have described a general strategy for genetic access to a spectrum of EEC subtypes for functional manipulations in behaving mice. This approach uses Flp and Cre drivers as sequential selectivity filters to progressively restrict transgene expression to the intestinal epithelium and then to cell types within that structure. This makes it possible to target rare EEC subsets (each <1% of epithelial cells) with high efficiency (>90% labeling) and undetectable recombination in off-target tissues. Importantly, these tools can be combined with a variety of existing dual recombinase reporter mice to deliver actuators (e.g. DREADDs or opsins) to different EEC subsets, thereby opening the door to systematic functional exploration of these cells in vivo.

For this study, we assembled a panel of Cre drivers that label either all EECs (*Fev-Cre*) or non-overlapping subsets that collectively span much of EEC diversity (*Cck^Cre^*, *Tac1^Cre^*, *Sst^Cre^*, and *Ghrl^Cre^*). While these markers define canonical EEC subtypes, other classes of Cre drivers could be used to investigate cross-sections of EECs that vary along different dimensions. For example, the expression of nutrient receptors and transporters may define EEC subpopulations that have a shared chemosensory function (Figure 2A). Similarly, in this study, we have not explored how the function of these molecularly defined EEC subsets varies with location in the intestine, but this could be addressed by combining the genetic approach described here with tools for wireless optogenetics in visceral organs (Park et al., 2015).

### Manipulations of hormones versus cell types

Our understanding of how EECs modulate behavior is based primarily on studies of the hormones they produce (Adriaenssens et al., 2018; Clemmensen et al., 2017; Myers and Sclafani, 2006). While much has been learned from this pioneering work, all EECs express more than one hormone (Fothergill and Furness, 2018; Grunddal et al., 2016; Habib et al., 2012; Sykaras et al., 2014), and these hormone cocktails are not released directly into blood but rather into the lamina propria in the vicinity of the axons of vagal and spinal afferents (Latorre et al., 2016; Najjar et al., 2020). Some EECs likely form direct synaptic connections with these afferent terminals (Bellono et al., 2017; Kaelberer et al., 2018), and different hormones can be packaged into distinct vesicle pools within the same EEC (Fothergill et al., 2017; Fothergill and Furness, 2018). This spatial and functional organization of EECs creates potential mechanisms for the same hormone to have different effects depending on where it is released.

We investigated this by directly stimulating EEC subtypes in vivo and measuring the effect on behavior, which revealed many instances of divergence between EEC activation and hormone pharmacology. For example, we found that direct stimulation of *Cck^Cre^* cells both inhibits feeding and produces robust conditioned flavor preference (Figure 4I), despite the fact that systemic injection of many of the individual hormones produced by these cells induces aversion at doses that inhibit food intake (Chelikani et al., 2006; Deutsch and Hardy, 1977; Ervin et al., 1995a; Ervin et al., 1984; Halatchev and Cone, 2005; Kanoski et al., 2012). We also found that the same hormone produced by different EECs can have different functions. For example, a PYY receptor antagonist blocked the anorexia produced by stimulation of *Cck^Cre^* cells but not *Tac1^Cre^* cells, even though PYY was expressed by subsets of both EECs (Figure 5A and B). Conversely, a 5-HT3R antagonist blocked the anorectic effect of stimulating *Tac1^Cre^* but not *Cck^Cre^* EECs (Figure 5A and B), although many *Cck^Cre^* EECs also produce 5-HT (Figure 3I). These observations are consistent with the idea that EEC signaling is highly organized within the lamina propria, such that neurotransmitters released by EEC subtypes are funneled to specific sensory pathways. The ability to selectively access EEC subtypes for genetic manipulations will enable further studies that map these visceral circuits.

### Gut-brain pathways for food reward and aversion

Post-ingestive signals shape our decisions about what to eat and can override innate preferences, such that animals learn to prefer bitter foods that are nutritious and avoid sweet substances that are toxic (Kern et al., 1993; Lin et al., 2017; Myers and Sclafani, 2006). The gut epithelium is the interface between ingested food and the body and is poised to provide feedback about ingested food that drives learning. However, it has been unclear to what extent there are dedicated sensors in the epithelium that encode the values of ingested substances and drive food preference versus aversion. We therefore investigated the role of EEC subtypes in this process of learning about food.

The major finding from these experiments was that stimulation of two different EEC types was sufficient to drive either food preference or aversion, and that the effects of these cells were mediated by parallel gut-brain pathways that involve distinct hormones and afferent nerves. Acquisition of food preference was driven by stimulation of EECs labeled by *Cck^Cre^* or *Gcg^Cre^* and was blocked by antagonists against CCKAR but not any other hormone produced by these cells. Of note, prior work has shown that CCK injections can induce flavor preference at low doses that do not affect feeding (Pérez and Sclafani, 1991) and aversion at higher doses (Deutsch and Hardy, 1977; Ervin et al., 1995a; Ervin et al., 1995b). Our data show that direct stimulation of *Cck^Cre^* cells can simultaneously produce both satiety and food reward.

The effect of *Cck^Cre^* cells on satiety and food preference required intact vagal afferents, but not spinal afferents, which is consistent with an extensive literature showing that the vagus nerve mediates many of CCK’s effects (Joyner et al., 1993; Raybould, 2007; Ritter and Ladenheim, 1985; Smith et al., 1981; Smith et al., 1985). The CCKAR is expressed in multiple vagal subtypes, including IGLE mechanoreceptors that innervate the stomach (*Glp1r*+) and intestine (*Oxtr*+) (Bai et al., 2019; Williams et al., 2016). These IGLE subtypes inhibit food intake when stimulated (Bai et al., 2019) and are required for the reduction in feeding following CCK injection (Borgmann et al., 2021) and therefore likely contribute to the effects of *Cck^Cre^* EECs on food intake. It is less clear which vagal cells mediate CCK’s effects on flavor preference, although stimulation of all gut-innervating vagal afferents is reinforcing (Han et al., 2018). One plausible candidate is the *Vip*+/*Uts2b*+vagal neurons that innervate the intestinal mucosa and express high levels of CCKAR but do not inhibit food intake when stimulated (Bai et al., 2019).

Peripheral 5-HT has been implicated in numerous processes including GI motility, secretion, vasoconstriction, bone growth, inflammation, visceral malaise, metabolism, and appetite (Mawe and Hoffman, 2013; Spohn and Mawe, 2017). Enterochromaffin cells are the major source of 5-HT in the gut, and we found that direct stimulation of *Tac1^Cre^*-labeled enterochromaffin cells acutely inhibited food intake and caused dramatic CTA. The inhibition of food intake required 5-HT signaling, whereas the CTA could be fully prevented only by simultaneously blocking receptors for two hormones produced by these cells during training (5-HT3R and TACR1). This is consistent with the hypothesis that some biological functions of EECs are encoded in their ability to release cocktails of hormones with redundant functions.

Intestinal serotonin can activate both vagal and spinal pathways, but we found that only spinal afferents were required for the reduction in food intake and CTA triggered by stimulation of enterochromaffin cells. This may be mediated by 5-HT3R-expressing spinal afferents that innervate the distal intestine (Hockley et al., 2019), are functionally coupled to enterochromaffin cells (Bellono et al., 2017), and are poised to transmit aversive visceral signals (such as abdominal pain) that are sensitive to 5-HT3R antagonists (Ford et al., 2009; Gebhart and Bielefeldt, 2016). Of note, many vagal sensory neurons also express 5-HT3Rs, and our findings do not rule out a role for those cells in nausea (Babic and Browning, 2014) or non-aversive satiety (Savastano and Covasa, 2007). However, we did not observe either aversion or 5-HT3R-sensitive anorexia following stimulation of *Cck^Cre^* EECs (which act via the vagus and also produce 5-HT). The ability to manipulate EEC subtypes in vivo should enable further studies that investigate how these pathways coordinate diverse physiology using a small set of neurochemical signals.

## Materials and methods

### Animals

Animals were maintained in temperature- and humidity-controlled facilities with 12 hr light-dark cycle and ad libitum access to water and standard chow (PicoLab 5053). We used the following transgenic mice, all of which were on a C57Bl/6 J background: *Cck^Cre^* (JAX 012706), *Gcg^Cre^* (JAX 030542), *Tac1^Cre^* (JAX 021877), *Sst^Cre^* (JAX 028864), *Ghrl^Cre^* (JAX 029260), *Fev-Cre* (JAX 012712), *Neurog3-Cre* (JAX 006333), *Slc17a6^Cre^* (JAX 016963), *Slc17a7^Cre^* (JAX –23527), *Slc17a8^Cre^* (JAX 028534), *R26^LSL-tdTomato^* (JAX 007914), *R26^Dual-hM3Dq^* (JAX 026942), *Igs7^tm162.1(tetO-GCaMP6s,CAG-tTA2)Hze^* (JAX 031562), and *Vil-Flp* (this study). Mice were at least 6 weeks old at the time of surgery. All studies employed a mixture of male and female mice and no differences between sexes were observed. All experimental protocols were approved by the University of California, San Francisco IACUC following the National Institutes of Health guidelines for the Care and Use of Laboratory Animals.

### Generation of Villin-Flp transgenic mice

The *Villin-Flp* allele was generated by pronuclear microinjection of *Villin-Flp-WPRE-pA* transgene. Briefly, the 12.4kb-Villin promoter was acquired from Addgene (12.4 kb Villin-ΔATG, Plasmid #19358). This promoter has been demonstrated to drive expression specifically in the intestinal epithelium and not in other tissues (*1*). After Xmal/XhoI linearization, a *Flpo-WPRE-hGH polyA-EcoR1* fragment was inserted after the *Villin* promoter using Gibson Cloning to generate *Villin-Flp-WPRE-polyA* flanked by EcoR1.

The construct was linearized by EcoR1 and prepared for pronuclear microinjection at the UCSF Gladstone Transgenic Gene-Targeting Core Laboratory. 120 injected embryos were implanted into pseudopregnant CD1 female mice. Seven out of 31 pups contained the Flp cassette and could transmit it to the next generation. Those seven founders were crossed to Flp-dependent reporter *RC::FLTG* (Jackson 026932) to characterize the pattern of Flp-mediated recombination. Two out of seven founders induced efficient recombination in the intestinal epithelium with very sparse labeling of the pancreatic cells (~1%), and one of them was kept as the *Villin-Flp* line and used for this study. The other five founder lines were eliminated, including three founders with good intestinal labeling as well as high-recombination in the pancreas (~90%), and two founders with poor recombination in the intestine. The *Villin-Flp* line was backcrossed to C57BL/6 J for more than six generations and was maintained on C57BL/6 J background.

### Generation of EEC scRNA-seq dataset (lineage-trace strategy)

Four 6-week-old *Neurog3-Cre; R26^LSL-tdTomato^* mice ( two males and two virgin females) were used for the scRNA-Seq preparation. Mice were anesthetized under isoflurane and then euthanized via cervical dislocation. Small intestines were harvested and cleaned in HBSS. Crypts and villi were isolated by 1 mM EDTA in HBSS (without Ca^2+^, Mg^2+^) for 10 min, mechanically detached, and pelleted. The crypt and villus pellets were then resuspended in warm digestion solution (2.5% Trypsin in HBSS) and incubated for 20 min, pelleted, washed with MEM, and triturated with a P1000 pipette. The suspended cells were filtered through a 40-μm cell strainer, pelleted again and resuspended in FACS buffer (0.1% BSA in PBS). TdTomato+ cells were collected using flow cytometry (yield 0.6–0.8% of total cells), and 198.5 k cells were suspended in 100 µl FACS buffer to reach a density of 2000 cell/µL for sequencing.

Single cells were processed through the GemCode Single Cell Platform using the GemCode Gel Bead, Chip and Library Kits (10 X Genomics, Pleasanton) as per the manufacturer’s protocol. Single-cell cDNA libraries were sequenced on the Illumina Highseq 4,000. De-multiplexing alignment to the mm10 transcriptome and unique molecular identifier (UMI)-collapsing were performed using Cell Ranger version 2.0.1, available from 10 X Genomics with default parameters. A gene-barcode matrix was generated. 0.3 billion reads over 7701 cells were captured, with 39.5 thousand mean reads per cell and 1.8 thousand median genes per cell.

### Integrated analysis of EEC scRNA-Seq datasets

To pre-process the EEC scRNA-seq datasets, the feature-barcode matrices were loaded into Seurat (v3) following standard workflow. For the lineage-trace dataset (generated in this paper), cells that fulfilled the following criteria (7001 cells covering 18,173 genes) were included for analysis: (1) percentage of mitochondrial reads <10%; (2) number of genes > 1000. For the pulse-trace dataset (*2*), cells that fulfilled the following criteria (2405 cells covering 20,751 genes) were included for analysis: (1) percentage of mitochondrial reads <10%; (2) number of genes > 250 and<9000; (3) number of reads >2000 and< 100,000.

The filtered scRNA-seq datasets (lineage-trace and pulse-trace) were further integrated using Seurat’s IntegrateData function (anchors = 2000, dimensions = 1:40). Non-EEC epithelial cell types were identified based on published marker genes (*3*, *4*), including progenitors (*Neurog3^+^*), enterocytes (*Fabp1^+^*, *Reg1^+^*), goblet cells (*Guca2a^+^*, *Muc2^+^*), Paneth cells (*Lyz1^+^*, *Defa17^+^*), and tuft cells (*Dclk1^+^*, *Trpm5^+^*) (Figure 1—figure supplement 1F).

### Bulk RNA-Seq of CCK+ and CCK- EEC

*Cck^Cre^; R26^LSL-tdTomato^* mice (6–8 weeks old; overnight fasted or fed) were anesthetized under isoflurane and then euthanized via cervical dislocation. Small intestines were harvested and cleaned in HBSS. Crypts and villi were isolated by 1 mM EDTA in HBSS (without Ca^2+^, Mg^2+^) for 10 min, mechanically detached, and pelleted. The crypt and villus pellets were then resuspended in warm digestion solution (2.5% Trypsin in HBSS) and incubated for 20 min, pelleted, washed with MEM, and triturated with a P1000 pipette. The suspended cells were filtered through a 40-μm cell strainer, pelleted again and resuspended in FACS buffer (0.1% BSA in PBS). TdTomato+ cells and tdTomato- cells were collected (in FACS buffer) separately using flow cytometry (each independent dataset represents the TdTomato+ or TdTomato- cells from one mouse). RNA was extracted immediately after FACS and purified using the RNAeasy Micro kit (QIAGEN). RNA sample quality was checked using RNA PicoChip on a bioanalyzer (Agilent RNA 6000 Pico Kit). Amplified cDNA was prepared using Ovation RNA-Seq System V2, and the sequencing library was prepared using the Ovation Ultralow DR Multiplex system and sequenced on an Illumina Hiseq 2,500 platform.

Raw fastq reads were trimmed by trim_galore (v0.6.7) to remove residual sequencing adapter sequences and low-quality reads. Reads were mapped to the *Mus musculus* reference transcriptome (GRCm39.cdna.all.release-105) and quantified by Salmon (v1.6.0). The Bioconductor package `tximeta`(1.12.4) was used to convert transcript-level abundance to gene-level counts. Genes that have no counts or only a single count across all samples were removed. `DESeq2`(v1.34.0) was used to perform count normalization and differential expression analysis (with false discovery rate threshold alpha set to 0.05).

### Perfusion and tissue preparation

Mice were anesthetized under isoflurane and then transcardially perfused with 10 ml PBS followed by 15 ml formalin (10%). Brain, vertebral column, and visceral organs were dissected, post-fixed in 10% formalin overnight at 4 °C, and washed 3 × 20 min with PBS at RT. Tissues were kept in PBS at 4 °C before imaging, sectioning, or staining. For imaging myenteric ganglia (Figure 3—figure supplement 1), the duodenum was dissected, pinned flat in 10% formalin and stored overnight at 4 °C. After being rinsed 2 × 15 min in PBS at RT, the muscle layer was dissected away from the submucosa using a dissecting scope and sharp forceps. The muscle layer containing the myenteric ganglia was stored free-floating in PBS at 4 °C until immunohistochemistry for 2 hr at RT.

### Immunohistochemistry

Tissues were cryoprotected with 30% sucrose in PBS overnight at 4 °C, embedded in OCT, frozen and stored at –20 °C. Sections (30 um for peripheral tissues, or 50 um for the brain) were prepared with a cryostat and collected in PBS or on Superfrost Plus slides. Sections were washed 3×10 min with 0.1% PBST (0.1% Triton X-100 in PBS), blocked (5% NGS or NDS in 0.1% PBST) for 30 min at RT, and incubated with primary antibodies (diluted in blocking solution) overnight at 4 °C. For HuC/D staining of myenteric ganglia, primary antibody was incubated for 72 hr at 4 °C. The next day, sections were washed 3 × 10 min with 0.1% PBST, incubated with secondary antibodies (1:500 diluted in blocking solution) for 2 hr at RT, washed again 3×10 min with 0.1% PBST, and mounted using fluoromount-G with DAPI (Southern Biotech).

Primary antibodies used were: chicken anti-GFP (Abcam, ab13970, 1:1000), rabbit anti-GFP 1:1000 (LifeTech, A11122), goat anti-mCherry (ACRIS, AB0040-200), Rabbit anti-5-HT 1:2000 (Immunostar, 20080), Rabbit anti-CCK 1:500 (Millipore/Sigma,C2581), Rabbit anti-ChgA 1:1,000 (Immunostar, 20085), Rabbit anti GIP 1:500 (Abcam, ab22624), Mouse anti Glp1 1:200 (Abcam, ab26278), Rabbit anti PYY 1:500 (Abcam, ab22663), Rat anti-SST 1:200 (Millipore, MAB354), Rat anti-Substance P (TAC1) 1:200 (Abcam, ab7340), Guinea pig anti-TRPV1 1:500 (Millipore, AB5566), and rabbit anti-HuC/D 1:500 (Abcam, ab210554).

### Image acquisition

All histology images were taken by confocal microscopy (Zeiss, LSM 510) as previously described (Bai et al., 2019).

### Subdiaphragmatic vagotomy

Mice were anaesthetized with ketamine/xylazine delivered intraperitoneally (100 mg/kg Ketamine with 10 mg/kg Xylazine). A 1–2 cm incision was made along the medial line beginning at the distal edge of the sternum. The liver was then retracted with sterile cotton swabs that had been moistened with saline so that the distal end of the esophagus could be visualized. Both branches of the vagus nerve were isolated from the esophagus and a 1–2 mm section of each branch of the nerve was resected with scissors. Control mice for vagotomy experiments underwent a sham surgery that included internal organ manipulation but not vagotomy. To maintain gastrointestinal flow after vagotomy surgery, mice were kept on a mixed liquid diet (Enfamil, ASIN B004L5L5TA) and solid diet (standard chow, PicoLab 5053). Mice were allowed to rest for 2–3 weeks before used for behavior experiments.

To validate the subdiaphragmatic vagotomy, mice received an intraperitoneal injection of wheat germ agglutinin conjugated to Alexa Fluor 488 (WGA-488, 5 mg/kg, dissolved in PBS) and were euthanized 4 days later. WGA-488 is taken up by axon terminals of intact vagal motor neurons, the somas of which are located in the dorsal motor nucleus of the vagus (DMV) of brainstem and can be visualized by histology (Figure 6—figure supplement 1A, B). Labeling in the dorsal motor nucleus of the vagus was greatly reduced by subdiaphragmatic vagotomy.

### IT-RTX injection

For ablation of TRPV1^+^ DRG neurons, 6- to 8-week-old mice were injected intrathecally with RTX (50 ng/mouse). Briefly, mice were lightly held and a 30 G needle attached with Hamilton syringe was inserted at the L6-S1 vertebral junction. For the RTX group, 10 µL of RTX (5 ng/uL in ethanol) was injected to reach a dose of 50 ng/mouse. For the vehicle control group, 10 µL of ethanol was injected instead. Mice were allowed to rest for 3 weeks before being used for behavior experiments. Successful treatment was confirmed by a loss of TRPV1^+^ neurons in the DRG, as well as reduction of TRPV1^+^ signals of the superficial lamina of spinal cord dorsal horn (Figure 6—figure supplement 1C, D).

### Post-surgical care

Post-surgery mice were placed over a heating pad and monitored for their recovery from anesthesia. The health of the mice was monitored daily post-surgery. All mice were given post-surgery analgesia by subcutaneous injection of meloxicam (5 mg/kg) on post-surgery day 2 and day 3.

### Behavioral equipment

All experiments were performed in behavioral chambers (Coulbourn Instruments, Habitest Modular System). Feeding experiments were performed using a pellet dispensing system (Coulbourn, H14-01M-SP04 and H14-23M) with free water access. Food pellets (20 mg Bio-Serv F0163) were dispensed at the beginning of trials, or after pellet removal with a 10-s interval. Consumption of water or other liquid solution was monitored with contact lickometers (Slotnick, 2009).

### Feeding behavior

Mice were habituated for one night to the chambers, water bottle, food pellets, and pellet dispensing systems before the first experiments. Prior to the test, mice were fasted (for fast-refeeding tests) overnight (15–20 hr), except Figure 4D in which mice were ad libitum fed (to examine whether activation of EECs can increase food intake). All tests were performed during the light cycle.

To measure food intake during chemogenetic activation of EEC subtypes, triple-transgenic mice *Marker gene-Cre; Villin-Flp; R26^Dual-hM3D^* mice or littermate control mice (mice from the same cross that lacked Cre or Flp, and therefore do not express hM3D) were injected intraperitoneally with CNO (1 mg/kg in saline with 1% DMSO) or vehicle (saline with 1% DMSO) and immediately placed into behavior chambers with food pellets and water accessible. After each experiment, pellet consumption was measured by deducting the quantity of pellets left on the ground from the total food count. For vagotomy experiments, a liquid-diet (0.15 g/mL, Enfamil, ASIN B004L5L5TA) was used instead of food pellets to maintain gastrointestinal flow after vagotomy surgery, and in this case water was not provided.

### Conditioned taste aversion (CTA)

All mice were naïve to sucrose or CNO prior to the CTA. Mice were habituated for one night to the chambers and water bottle before the CTA experiment. CTA experiments were performed on 5 consecutive days in Coulbourn behavior chambers during the light cycle.

Prior to each day of CTA, mice were water deprived overnight (15–20 hr). On day 1 and day 3, mice had access to water for 20 min in behavior chamber, followed by an intraperitoneal injection of vehicle. After the injection, mice were placed back to the behavior chambers without water access for another 40 min, and then were returned to their home cage with water/food access for the rest of the day. On day 2, mice were given access to a novel 5% sucrose solution for 20 min in the same behavior chamber, followed by an injection of antagonist (only for Figure 5C and Figure 5—figure supplement 1C-E) and an injection of CNO or vehicle (for all CTA experiments). After the injection, mice were placed back to the behavior chambers without sucrose access for another 40 min, and then were returned to their home cage with water/food access for the rest of the day. This conditioning was repeated on day 4. On day 5, mice were given access to two bottles (water and 5% sucrose) for 30 min.

To access the conditioned taste aversion, we calculated the choice of sucrose over water during the two-bottle test on day 5, using the sucrose choice index:

$$\text{Choice index }\left(\text{sucrose}\right)\text{= }\text{sucrose licks}/\text{total licks}$$

The sucrose intake ratio was also calculated, comparing sucrose intake after one trial of conditioning (day 4) versus the naïve condition (day 2):

$$\text{Intake ratio (sucrose)= }{\text{Sucrose licks}}_{\text{Day4}}/{\text{Sucrose licks}}_{\text{Day2}}$$

### Conditioned flavor preference (CFP)

Prior to the CFP, mice were habituated for one night to the chambers and water bottle. In a separate day, mice were habituated for one night to the flavored solutions in their home cage (with access to regular food and water). All mice were naïve to CNO prior to the experiments. The CFP were performed on 6 consecutive days during the light cycle.

Prior to each day of the CFP experiment, mice were water deprived overnight (15 hr). On day 1, the baseline choice of flavored solution was examined using two-bottle test. Mice were given access to two flavored solution in the Coulbourn behavior chamber for 10 min. These two bottle tests were performed in four trials in the same day with about 1 hr between each trial. Positions of the two bottles were swapped in trials 2 & 4 versus trial 1 & 3 to eliminate the effect of bottle’s position on animal’s preference. The choice of flavor (A or B) was calculated using the total licks across four trials:

$$\text{Choice index}\left(\text{flavor B}\right)\text{=}{\text{Total licks}}_{\text{B}}/\text{(}{\text{Total licks}}_{\text{A}}\text{+}{\text{Total licks}}_{\text{B}}\text{)}$$

On day 2 to day 5, training (conditioning) was carried out by coupling one of the flavored solutions with either CNO or vehicle ingestion. Each day, mice were exposed to one of the flavored solutions containing either CNO or vehicle for 2 hr within their home cage (without food and water). After that, mice were kept in home cage without food or water for another 2 hr, before they gained free access to food and water for the rest of the day. On day 2 and day 4, mice were exposed to their preferred flavor (A) containing 0.05% DMSO, while on day 3 and day 5, mice were exposed to their less-preferred flavor (B) containing 0.2 mg/ml CNO and 0.05% DMSO.

On day 6, the choice of flavored solution was examined again using two-bottle test, following the same protocol as day 1. The conditioned flavor preference was accessed by the choice of flavor paired with CNO during conditioned training:

$$\text{Choice index}\left(\text{flavor B}\right)\text{=}{\text{Total licks}}_{\text{B}}/\text{(}{\text{Total licks}}_{\text{A}}\text{+}{\text{Total licks}}_{\text{B}}\text{)}$$

The following pairs of flavored solutions were used in CFP (Tan et al., 2020): cherry versus grape flavors, or lemon-lime versus orange flavors. These included: Kool-Aid Lemon-Lime (SKU 00043000955444), 0.5 g/L with 1 mM AceK; Kool-Aid Orange (SKU 00043000955314), 0.5 g/L with 1 mM AceK; Kool-Aid Cherry (SKU 00043000955628), 0.9 g/L with 2 mM AceK; Kool-Aid Grape (SKU 00043000955635), 0.4 g/L with 1 mM AceK.

### Pharmacology

To observe the effect of antagonists on the feeding response to EEC stimulation, *Marker gene-Cre; Villin-Flp; R26^Dual-hM3D^* or littermate control mice were injected intraperitoneally with antagonist/vehicle followed by CNO/vehicle. Immediately after two consecutive injections, mice were placed into behavior chambers with food pellets and water accessible. In between tests, mice were provided in their home cage with ad libitum access to the same pellets used during testing, in order to discourage the development of any learned associations between the pellets and the stimuli delivered during a test (Chen et al., 2016). The lack of learned changes in consumption was confirmed by performing a control trial (pellet consumption following vehicle injection) at the beginning and end of each series of tests for each receptor antagonist. Due to the large number of antagonist/CNO/vehicle combinations, the testing sequence was not fully counterbalanced. Most animals were tested first with devazepide and ondansetron and then with the remaining compounds.

To observe the effect of antagonists on conditioned taste aversion, antagonist or vehicle was injected intraperitoneally prior to CNO/vehicle injection immediately after 20 min sucrose exposure on day 2 and day 4. For the conditioned flavor preference, antagonist or vehicle was injected intraperitoneally before mice were exposed to the less-preferred flavor with CNO.

Doses were chosen based on previously published reports: devazepide (R&D Systems, 2304) 1 mg/kg in saline with 1% DMSO, 5% Tween 80; ondansetron (Sigma, O3639) 1 mg/kg in saline, JNJ-31020028 (MedChemExpress, HY-14450) 10 mg/kg in saline with 5% DMSO and 5% Tween 80; RP67580 (Tocris, 1635) 1.5 mg/kg in saline with 1% DMSO; Exendin-3 (ApexBio, B6943) 10 µg/mouse in saline.

### Behavioral analysis

Statistical analyses and bar graphs of compiled behavioral data were generated using Prism. For feeding tests, two trials of the same treatment for each mouse were combined, averaged, and treated as a single replicate. All chemogenetic trials involved age-matched littermates as controls where possible.

To calculate pellet food intake, consumption of each pellet was defined as the first pellet removal event after each food pellet delivery. The food dropping ratio (${\text{R}}_{\text{drop}}$) was calculated by the pellets found dropped divided by the total number of pellets removed at the end of each trial:

$${\text{R}}_{\text{drop}}\text{= }{\text{Pellet}}_{\text{drop}}/{\text{Pellet}}_{\text{removal}}$$

At each time point, food intake was estimated by scaling the removed pellet with ${\text{R}}_{\text{drop}}$ :

$$\text{Food intake=}\left(\text{1-}{\text{R}}_{\text{drop}}\right)\text{ × Pellet × 0.02 (g/pellet)}$$

### EEC quantification

To investigate the identity of EECs labeled by each Cre lines, 30 mm sections of small intestine were prepared and are stained for the reporter and a panel of EEC markers (5-HT, SubP, PYY, CCK, GLP-1, GIP, and SST). The numbers of cell that were labeled by reporter, EEC markers, or both were quantified manually under confocal microscopy (Zeiss, LSM 510), and the overlap between reporter and EEC markers were quantified for villi or crypts separately. The density of cells was reported as number per distance of intestine section (Figure 3—figure supplement 1B, bottom):

Density of EEC =number of EEC/length of section

### Statistical analysis

All statistical analyses were performed using GraphPad Prism9. All values are reported as mean ± SEM (error bars or shaded area). Sample size is the number of animal subjects per group and is annotated within Figures or legend. p Values for comparisons across multiple groups were performed using analysis of variance (ANOVA) and corrected for multiple comparisons using Sidak multiple comparisons test. In Figures, asterisks denote statistical significance, *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. # above bars indicate statistical significance comparing with the vehicle control treatment of the same genotype, #p<0.05.

## Data Availability

Source data is included in the manuscript. RNA-seq data is available from the Gene Expression Omnibus (GSE203200). Villin-Flp mice have been deposited at Jackson laboratory. The following dataset was generated: BaiL KnightZ YuS 2022Enteroendocrine cell types that drive food reward and aversionNCBI Gene Expression OmnibusGSE20320010.7554/eLife.74964PMC936311835913117 The following previously published dataset was used: GehartH van EsJH HamerK BeumerJ KretzschmarK DekkersJF RiosA CleversH 2018Identification of functional enteroendocrine regulators by real-time single-cell differentiation mappingNCBI Gene Expression OmnibusGSE11356110.1016/j.cell.2018.12.02930712869

How the deposited data were processed for this re-analysis (not part of the article)

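The data used were droplet sequencing of lineage-traced intestinal cells, and bulk RNA sequencing of sorted CCK+ and CCK- cells from fasted and refed mice. The pulse-traced cells were not used here, and the behavioral and histological experiments were not analysed here.

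For the droplet data, 1 library held tdTomato+ cells of the small intestine from 4 Neurog3-Cre mice with a Cre-dependent reporter, aged 6 weeks. The authors aligned the reads to the mm10 transcriptome with Cell Ranger 2.0.1 at its default parameters and collapsed unique molecular identifiers (UMIs), and the counts are UMIs per gene and barcode, as deposited, with no normalization. All barcodes are present, before any call of cells. The file was checked to hold whole numbers only.

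For the bulk data, 12 libraries came from 6 mice aged 6 to 8 weeks, each mouse giving 1 CCK+ and 1 CCK- library. 3 mice were fasted and 3 were refed, which makes 4 groups of 3 libraries. According to the authors, the signal values are gene counts from Salmon, run against the GRCm39 cDNA transcriptome of Ensembl and summed per gene with tximeta, from which genes with no count or a single count over all samples were removed before division by DESeq2 normalization factors. They are not whole numbers, and whole reads could not be recovered from them. The libraries sum to between 7061155 and 11371114 normalized counts, which is a sum on the authors' scale and not a depth in reads, and 16656 to 18855 genes were above 0 in each. The 10 highest genes held 15.3 to 27.3% of a library's sum. The table lists 22042 genes, 2797 of them without a symbol. In the public records all 4 bulk groups carry a title that names CCK+ cells, whereas the cell-type labels and the table name 2 CCK+ and 2 CCK- groups; the table's labels were used, and the levels of Cck were checked against them. The letter of a replicate was taken as the mouse. This was checked through the correlation, over genes, of the CCK+ and a CCK- library of the same state after subtraction of their group means: it was 0.0773 to 0.124 for libraries with the same letter, and at most -0.0184 for others. Because means of 3 libraries were subtracted, positive values for the same letter push the others below 0. The gap between them thus overstates the check, which rests on the same-letter values being positive.

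Droplet data were processed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5 and leidenalg 0.10.2, with seed 1. Barcodes with more than 1000 genes and under 10% of UMIs on mitochondrial genes were kept. UMIs were scaled to 10000 per cell and log-transformed, and 2000 variable genes, 40 principal components, 15 nearest neighbors and Leiden resolution 1 were used for all cells and again for EEC-like cells alone. The authors used Seurat 3, and their cluster assignments were not used here. Depth was a median of 5984 UMIs per cell. The profile of free RNA was the sum of barcodes with 1 to 100 UMIs. Its 100 most abundant genes outside the marker lists, mitochondrial genes left out, were compared with shallow EC-like cells and with barcodes of over 100 and up to 500 UMIs. The Cell Ranger 2 rule keeps barcodes over a UMI limit set as a fixed fraction of the 99th percentile of UMIs among the top 3000 barcodes. Shares carry exact binomial 95% intervals and UMIs per 10000 carry Poisson 95% intervals; both cover counting error and not the variation between animals, since there is 1 library. Thinned values come from cells reduced at random to 2000 UMIs each.

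Clusters were named from marker lists written before the data were examined, for EEC, enterocytes, cycling or immature crypt cells, goblet, Paneth, tuft and immune cells, and for EC, EC/EEC, I, N/L, K, X, D and progenitor cells among EEC. A marker was high in a cluster whose mean was at least 25% of the highest cluster's and in which at least 10% of cells held a UMI. A name needed at least 3 high markers and, for an EEC type, its defining genes: Tph1 for EC, Tph1 and Cck for EC/EEC, Cck for I, Cck and Gcg for N/L, Gip for K, Ghrl for X, Sst for D and Neurog3 for progenitors. A cluster stayed unnamed when a second class had at least 50% of its markers high, when more of its 10 leading genes by fold were markers of another class, or when it was very shallow and no marker was among its leading genes. This rule was set after the clusters had been seen, and 2 versions were tried. The first set a higher limit for a high marker and had no defining genes. The second is used here, and the first is among the alternatives.

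Doublets were simulated by adding the UMIs of 2 cells at random, 500 times. The automatic threshold of Scrublet, as run in scanpy, 0.622, called 0 cells. As an alternative chosen after that was seen, the 715 cells with the highest scores (7.57%) were left out, a number set from a doublet rate of 0.8% per 1000 cells.

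Bulk data were processed with R 4.3.3, data.table 1.17.8 and limma 3.58.1. All 22042 genes were tested on log2(normalized count + 1), with 1 mean for each of the 4 groups, a mean-variance trend in the empirical Bayes step and 8 residual degrees of freedom. The comparisons were CCK+ against CCK- over both states, refed against fasted in CCK+ cells, refed against fasted in CCK- cells, and the difference between the last 2. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. Fold enrichments are ratios of arithmetic means of normalized counts. A list of 58 nutrient sensors and transporters, written by gene family, was tested as a set with camera and fry. Genes of heat shock proteins (by symbol), immediate early genes, the Gvin family (Gvin1, Gvin2, Gvin-ps4 and Gm8995) and the cell type markers were looked at as lists. The thresholds by which the tests on the Gvin family, on enterocyte RNA and on doublets were read were set or changed after their values were seen. The test of shallow EC-like cells against free RNA was first run on Tph1, and was replaced by the one on the genes of free RNA because Tph1 names the subclusters. Principal components were computed from the 500 most variable genes.

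The genes named in the text are those the paper names, whose published values had been seen, and for each bulk comparison the 5 with the largest rise and the 5 with the largest fall in log2 fold change among called genes with a mean of at least 10 normalized counts and no overlap between the groups compared; for the difference of effects they are the 5 with the smallest p. Genes named outside this rule, such as Adipor1, Ptprc and the members of the gene lists, were chosen after their values were seen.

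In total 79 alternatives were set before the data were examined and 17 were added later, of which 2 count the EEC-like cells without unnamed subclusters or with unnamed clusters whose EEC markers are high and 2 compare the classes in fasted or refed libraries alone for genes that changed after refeeding. For bulk data they changed the pseudocount to 0.5 or 10, the filter to a mean of at least 10, the scaling to the same total per library (which also makes values about 10 times smaller against the pseudocount of 1) or to quantiles, and the fit to one without the trend, with a block for the mouse, with part of the libraries, or with each library left out in turn. Without 1 library its group keeps 2, and the spread is pooled over groups. For droplet data they changed the limits on genes (500 or 1500) and mitochondrial UMIs (5 or 20%), the resolution (0.5 or 2), the principal components (20), the variable genes (4000), the number of UMIs required and the depth. The added ones use the Cell Ranger 2 rule for clustering, the Scrublet scores, the first naming rule, and the mouse block for the nutrient list.

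The computations were tested on simulated data. Of 200 genes changed by 2 on the log2 scale in simulated libraries, 176 were called between the classes, 117 after refeeding in CCK+ cells, 137 in CCK- cells and 82 for the difference of effects, none with the wrong sign, and 3 to 7 unchanged genes were called. In 1000 simulated cells of 2 types, 99.9% lay in a cluster of their own type.

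Gene positions are given on GRCm38 (annotation release vM21) for the droplet data only, and no coordinates are given for the bulk data. edgeR and DESeq2 were not run, since they need whole reads.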

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

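The tests on free RNA and on doublets were chosen only after the results were seen, as were the members of the Gvin family that were summed; the tests on other splits of the libraries were not.

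The effect of refeeding on Gvin1 differed between the classes, with a log2 difference of -6.55 between CCK+ and CCK- cells (standard error 0.54, adjusted p = 0.00016 by limma). In CCK- libraries Gvin1 was listed at 0 in 3 of 3 fasted mice and had a mean of 191 normalized counts in refed mice. In CCK+ libraries of the same mice it had means of 270 and 481, so that it was present in the fasted mice too. The difference was called with each of the 12 libraries left out in turn, between -7.12 and -6.20. With a pseudocount of 10 it was -3.33 and no longer called (adjusted p = 0.146), and after scaling to the same total it was -3.08 (adjusted p = 0.149). Over all alternatives the adjusted p ran from 7.6e-06 to 0.149 and the direction did not change. Reads shared between paralogs would leave the sum over the Gvin family level in CCK- cells, but the sum rose by 1.59 on the log2 scale after refeeding. The other 3 members (Gm8995, Gvin2 and Gvin-ps4) fell together from 89.3 to 70.7, a log2 change of -0.33, far less than Gvin1 gained. Members of the family outside these 4 genes were not summed. As for chance, 2 of 10 splits of the 6 mice give at least 1 gene for the difference of effects, the real one included. The splits cannot decide on chance, because 10 of them cannot give a smaller share than 1 in 10. These splits count genes and do not test Gvin1 itself. The mean in fasted CCK- cells is 0, so its size on the log2 scale depends on the pseudocount. Nutritional state, cell class and differences between the mice stay open, and no biological explanation was tested.

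In CCK- cells, 272 genes differed between refed and fasted mice, 156 of them higher and 116 lower after refeeding (2635 at an unadjusted p under 0.05). The paper shows chemoreceptors and transporters in fasted and fed CCK- cells, but reports no comparison of the states over all genes in them. The largest rises were those of Gvin1 (7.57), Acta1 (4.63), H2bc13 (4.52), Hsph1 (4.16) and ENSMUSG00000097239 (3.85). The largest falls were those of ENSMUSG00000090625 (-6.81), Gm10184 (-5.70), Zbtb16 (-4.79), Klf15 (-3.98) and Ypel3 (-3.00). Of these, ENSMUSG00000097239, ENSMUSG00000090625 and Ypel3 were called in 5, 7 and 8 of the 12 fits that leave out 1 library. Of the 272 genes, 116 were also called in CCK+ cells, all 116 in the same direction. Enterocyte RNA in the CCK+ libraries, a candidate explanation given under the other observations, would also make the classes change in the same direction. Neither this agreement nor the correlation that follows separates it from a change in the CCK+ cells themselves. Over 13517 genes with a mean of at least 10 the effects in the 2 classes had a correlation of 0.359, against at most 0.201 in the other splits of the mice; this is a correlation across genes, which are not independent replicates. Of 10 splits of the 6 CCK- libraries, the real one gives 272 genes and the next gives 3. This count of splits cannot decide on chance, because 10 splits cannot give a smaller share than 1 in 10. The number of genes rests on single libraries, as given in the next part. The difference between the classes was called for 1 gene, Gvin1, so that the effects of refeeding are not shown to differ for the others. Refeeding is the biological explanation that the design gives, and it stays untested against other differences between the 2 sets of 3 mice.

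Below the UMI limit of the Cell Ranger 2 rule, 1446 cells passed the filter on genes and lay in EC-like subclusters, with a median of 2753 UMIs and 1267 genes. Cells below such a limit are outside those the rule calls. Droplets of free RNA would hold the abundant genes of free RNA near their level there. Of the 100 most abundant ones outside the marker lists, 28% lay more than 2 times from that level in these cells, against 0% in barcodes with over 100 and up to 500 UMIs. Cck, which free RNA holds at 111 UMIs per 10000, was at 15.7 below the limit and 45.1 over it. Tph1, which named these subclusters and so tests nothing here, was at 48.8 below the limit and 53.0 over it. Free RNA alone does not explain these cells, and a part of it in them stays open. Doublets would have high scores as often as other cells, but 0.207% of the 1446 cells were among the highest Scrublet scores, against 6.72% of EEC-like cells. Low RNA content of these cells may be biological, which is a hypothesis found and tested on the same data, and damage to the cells during sorting was not tested.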

How the results depend on the processing

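The alternatives that cluster only barcodes called by the Cell Ranger 2 rule, leave out the highest Scrublet scores, use the first naming rule or put the mouse block on the nutrient list were chosen only after the data were seen, and the tests on other splits of the libraries were not.

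No called value of a named gene reversed its direction in the alternatives run for it. The log2 fold change of Slc17a8, not called, ran from -0.60 (without CCK- fasted B) to 0.06 (without CCK- fasted F). For 52 pairs of a named gene and a comparison, 5 of them named under 2 parts of the rule and counted under both, there were 1213 values under alternatives. Of these, 1127 kept their call, 83 were no longer called, 3 were newly called and 0 reversed. With the 6 CCK+ libraries alone 19 of 19 were no longer called.

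Between CCK+ and CCK- cells the number of genes stayed between 5590 and 7747 in 9 alternatives and was 2169 in fasted libraries alone, a fit on 6 libraries. With an absolute log2 fold change above 1, it was 1564 in fasted libraries alone and 2654 with a pseudocount of 10, which shrinks changes of low values. With each library left out it was 6520 to 7618, or 3655 to 4338 above that change. As to chance, 1 of 32 splits that part every mouse's 2 libraries gives as many genes, the real one, and the next gives 3389, so that chance can be excluded. The ratio for Cck was 682 in refed libraries alone, and the cause was not tested; in the other 3 alternatives and with each library left out it stayed within 1 SD.

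After refeeding in CCK+ cells, the number was 992 after scaling to the same total (797 higher and 195 lower), 850 quantile-normalized and 119 without the trend. It was 0 with limma on the 6 CCK+ libraries alone (3190 at an unadjusted p under 0.05). There fewer samples set the spread, and it is no longer pooled with that of the CCK- libraries. A fit of the same size on the 6 CCK- libraries called 63 genes in CCK- cells, so that fewer samples need not be the only cause. The causes were not tested. Above an absolute log2 fold change of 1 it was 119 without the trend and 0 with the 6 libraries alone. Pseudocounts, the filter on means and the mouse block gave 563 to 655. With each library left out it ran from 103 (without CCK+ refed D) to 876 (without CCK+ fasted A), with 193 and 351 without CCK+ fasted B and F, 183 without CCK+ refed E and 333 without CCK- refed D; above that change it ran from 84 (without CCK+ refed D) to 568 (without CCK+ fasted A), with 133 without CCK+ fasted B, 145 without CCK+ refed E and 224 without CCK- refed D. The cause was not tested. Of 10 splits, the real one gives 561 genes and the next gives 3. This count of splits cannot decide on chance, because 10 splits cannot give a smaller share than 1 in 10.

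In CCK- cells the number after refeeding was 165 quantile-normalized, 66 without the trend and 63 with the 6 CCK- libraries alone, 29 of which are among the 272. Above an absolute log2 fold change of 1 it was 119 after scaling to the same total, 115 quantile-normalized, 66 without the trend and 48 with the 6 libraries alone. The cause was not tested. The other alternatives gave 186 to 355. With each library left out it ran from 79 (without CCK- refed D) to 268 (without CCK+ fasted B). It was 101, 92 and 144 without CCK- fasted A, B and F, 119 and 89 without CCK- refed C and E, 143, 107 and 165 without CCK+ refed C, D and E, and 172 without CCK+ fasted F. Above that change it ran from 75 (without CCK- refed D) to 165 (without CCK+ fasted B), with 91, 79 and 118 without CCK- fasted A, B and F, 107 and 83 without CCK- refed C and E, and 103, 83 and 117 without CCK+ refed C, D and E.

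For the difference of effects the number was 0 with a pseudocount of 10 and 0 after scaling to the same total, by limma (1490 and 1570 at an unadjusted p under 0.05), 2 quantile-normalized and 2 without the trend, and 1 in the others; all had an absolute log2 fold change above 1. The cause was not tested. With each library left out it ran from 1 to 6, with 5 without CCK+ fasted A, 3 without CCK+ refed E, 2 and 3 without CCK- fasted A and F, and 2 and 6 without CCK- refed D and E.

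Of the nutrient list, 9 genes were called with a pseudocount of 0.5 and with the mouse block, and 8 with a pseudocount of 10, which lost Slc5a1 and Slc15a4 and added Olfr558. With each library left out it was 1 to 10 by the correction over all genes and 9 to 15 over the list alone; it was 1 without CCK+ fasted B, refed D or refed E, 3 without CCK+ fasted F and 5 without any CCK- library. By camera the p ran from 0.0228 to 0.247 and by fry from 0.00317 to 0.197. Scaled to the same total, 10 genes of the list were called (4 higher and 6 lower) and the median changed sign, to 0.02; quantile-normalized, 4 were called higher and 8 lower and the median was -0.14. These scalings were tried on gene lists only after the data were seen.

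The number of cells was 16570 with over 500 genes and 5344 with over 1500, which follows from the limits, and 7129 to 10173 in the other 3 alternatives. The EEC-like share was 44.0% at resolution 0.5, 36.2% at resolution 2, 25.7% with over 500 genes, 41.7% without the highest Scrublet scores, 19.7% by the Cell Ranger 2 rule and 23.1% by that rule with the first naming rule. 20 principal components, 4000 variable genes and the first naming rule gave 38.2 to 38.4%. The number of EEC subclusters was 7 by the Cell Ranger 2 rule and 8 to 17 otherwise. The cause was not tested.

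Trpa1 was detected in 17.1% of EC-like cells at 2 UMIs, 28.8% thinned and 46.9% over the Cell Ranger 2 limit. Cck and Tph1 were found together in 81.5% of EEC-like cells at 1 UMI, 8.18% at 10 UMIs, 36.4% thinned, 51.4% by the Cell Ranger 2 rule and 62.2% without the highest Scrublet scores. Cells with a vesicular glutamate transporter fell to 0 at 2 UMIs. The changes with the number of UMIs required and with thinning follow from the UMIs required or kept, and for the others the cause was not tested. Depth limits such shares, since a median EEC-like cell holds 4037 UMIs.

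Leaving out cells called by Scrublet gave no value, since its automatic threshold called 0. Keeping genes at 0 in every library changed nothing, since 0 genes of the table had a sum of 1 or less, and says nothing about the results. edgeR and DESeq2 on whole reads were not run.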

Differences from the paper's values

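No tests were run for this part, and the Cell Ranger 2 rule for clustering, the Scrublet scores, the first naming rule and the counts without unnamed subclusters or with unnamed clusters are the alternatives chosen only after the data were seen.

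The paper's number of EECs is 2168, and 3632 cells lay in EEC-like clusters here. The paper reports 7701 captured cells, of which 7001 passed its filter, whereas all barcodes were filtered here. The sets of cells are thus not drawn alike, and 1730 of the 3632 cells lay below the UMI limit of the Cell Ranger 2 rule. The 5 alternatives set before the data were examined gave 3423 to 4261, all of them more than 1.5 times the paper's. The Cell Ranger 2 rule gave 1405, and with the first naming rule it gave 1650, which is within 1.5 times the paper's; both were chosen after seeing the values. That last setting had each EEC type of the paper's supplement. The counts by the Cell Ranger 2 rule leave out 845 cells, or 600 with the first naming rule, in unnamed clusters with EEC markers high, against 525 in the main setting; with them, a count made only after the values were seen, it gave 2250 under either naming rule, within 1.5 times the paper's, and the main setting gave 4157, which is not. All counts of EEC-like cells include unnamed subclusters. Without these, a reading looked at only after the values were seen, the main setting gave 3011, as did the first naming rule, resolution 2 gave 3029, 20 principal components 2969, 4000 variable genes 3041 and leaving out the highest Scrublet scores 3101, all within 1.5 times the paper's, whereas resolution 0.5 gave 3383 and over 500 genes 3522, which are not. The Cell Ranger 2 rule then gave 1125, and 1363 with the first naming rule, both outside 1.5 times the paper's. Within the main clustering, 1902 EEC-like cells lay over the UMI limit of the Cell Ranger 2 rule.

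The paper's supplement holds 788 EC cells, and 1766 were EC-like here. The 5 alternatives set before the data were examined gave 1718 to 2133, none within 1.5 times the paper's. No alternative chosen after seeing the values reached it either: the Cell Ranger 2 rule gave 0 and, with the first naming rule, 250, both below the paper's, leaving out the highest Scrublet scores gave 1744 and the first naming rule alone 1524. Of the 1766 cells, 320 lay over the UMI limit of that rule and 1446 below it. The paper's numbers rest on 7701 captured cells, whereas all barcodes were filtered here, so that the sets of cells are not drawn alike.

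The paper's supplement holds 4 progenitors, and 0 cells were named so here, in the main setting and in all 5 alternatives set before the data were examined. The alternatives chosen after seeing the values gave 0 too. The name was open only to subclusters of EEC-like cells here, whereas the paper lists progenitors among the cell types that are not EECs, so that the 2 groups are not drawn alike.

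The paper's supplement holds 1064 enterocytes, and 517 cells were enterocyte-like here. With 20 principal components (736) and 4000 variable genes (722), both set before the data were examined, the number was within 1.5 times the paper's. With resolution 0.5 (516), resolution 2 (512) and over 500 genes (624) it was not. Another 562 cells here were like cycling or immature crypt cells, a class that has no entry in the paper's supplement, so that the 2 groups are not drawn alike.

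The paper describes its EC clusters as expressing no peptide hormone besides Tac1 and Sct, although elsewhere it names PYY among the hormones of EC cells, and Pyy had 29.4 UMIs per 10000 in EC-like cells, against 4.22 in free RNA. Hormones were looked at from a list of 9 genes, so that Pyy need not be the only other one. The level of the potassium channel subunit Kcnj11 has no bar in Figure 2E (read by eye), and it had a mean of 102 normalized counts in CCK+ libraries here, with 27.8 the lowest. The paper describes the EC/EEC cluster as the only one in which Cck and Tph1 occur together, and at 10 UMIs of both 11.4% of I-like cells held them as well, against 67.6% of EC/EEC-like cells. The paper reports no vesicular glutamate transporter in its single cells, and 4 of 9451 cells held 1 UMI of one here.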

Other observations

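All tests in this part were chosen only after the results were seen, except the test of the immediate early genes and the counts of splits.

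Enterocyte genes were abundant in CCK+ libraries. Over 11 markers the median ratio of CCK+ to CCK- libraries was 0.446, between 0.325 and 0.511 in the 6 mice, whereas I-, N/L-, K- and EC/EEC-like single cells held 0.0341 of the level of enterocyte-like cells (0.00736 for Reg1 to 0.653 for Sis). For Sis the single cells lay above the ratio of the libraries, 0.351, so that enterocyte RNA is not needed for that marker. The most abundant of the markers, Apoa1, Fabp2 and Fabp1, had 69858, 26150 and 11875 normalized counts in CCK+ and 87733, 80698 and 26646 in CCK- libraries. Enterocyte RNA in the CCK+ libraries is a candidate explanation. On the log2 scale the median was -1.18, with 0 of 11 genes higher in CCK+ libraries; it was -0.78 scaled to the same total (1 higher) and -0.54 quantile-normalized (3 higher). The single cells come from another reporter and other mice, so that enterocyte genes expressed by CCK+ cells stay open.

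The other lists had median ratios of CCK+ to CCK- libraries of 0.984 for goblet (0.552 to 5.81), 1.74 for Paneth, 0.749 for tuft, 11.1 for immune, 1.74 for cycling or immature crypt and 80.3 for EEC genes. The mice differed in the direction of the goblet (0.696 to 1.63), Paneth (0.565 in mouse F and 0.634 in mouse B to 4.63 in mouse A) and tuft genes (0.522 to 1.21). Scaled to the same total, the log2 median of the goblet genes changed sign, from -0.02 to 0.37, and that of the tuft genes went from -0.45 to -0.05; the other lists kept their direction with both scalings. The immune genes were higher in CCK+ libraries of 6 of 6 mice, with 967 normalized counts of Ptprc against 79.8. No explanation was tested for them.

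Genes that fell after refeeding in CCK+ cells were mostly genes of CCK- cells. Of 258 called falls with a mean of at least 10, 90.7% were lower in CCK+ than in CCK- libraries, against 35.9% of 256 called rises and 49.6% of all such genes. The change after refeeding is itself part of these class differences; in fasted libraries alone, where it counts against this pattern, the shares were 82.6%, 48.4% and 49.7%, so that the pattern holds for the falls, and the rises are close to all genes. Among 1321 genes more than 4 times higher in CCK+ libraries, 0 were called lower by limma, where 27.9 would be expected at the share of all genes; chosen by fasted libraries alone, it was 0 of 1295, with 27.3 expected, and 15 called higher. A candidate explanation for part of the falls is enterocyte RNA in the CCK+ libraries, with 0 of the 1321 genes called lower. It is no candidate for every fall: of the 258 genes, 4 did not fall in CCK- cells and 47 had a higher mean in fasted CCK+ than in fasted CCK- libraries, 49 with either. Dock3 fell from 53.3 to 1.26 in CCK+ libraries and went from 36.6 to 46.5 in CCK- libraries, and Slc6a18 fell from 118 to 11.8 and from 42.0 to 17.8. Of the 1321 genes 15 were called higher, among them Lama4, Reg4 and St8sia3, which argues against enterocyte RNA as the source of all rises. These 15 were also fewer than the share of all such genes called higher, 256 of 13517, would give. As a set, the 1321 genes rose by a median of 0.44, against 0.02 for all genes with a mean of at least 10; the median was 0.58 scaled to the same total and 0.39 quantile-normalized, with 61 and 20 called higher and 0 lower, and 0.37 for the genes chosen by fasted libraries alone. A higher share of CCK+ cells in the refed libraries and a rise of these genes in the cells cannot be told apart, because either would raise this set. Which of the 2 sets of mice gave purer sorts is not known.

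Genes with the symbol of a heat shock protein mostly rose after refeeding. Of 24 entries, 13 were called higher in CCK+ cells (median 1.10) and 10 in CCK- cells (median 0.70). The 10 were called in both, and 0 were called lower. The entries were taken by symbol, so that Hspa14 is listed more than once and Hspbp1, Hspbap1 and Hspb11 are among them. None of these genes was called in either class in this fit, and the medians depend on such entries. Scaled to the same total or quantile-normalized, the medians were 1.20 and 1.21 in CCK+ and 0.73 and 0.73 in CCK- cells, with 1 gene called lower in CCK+ cells after the latter. Stress during dissociation would raise immediate early genes as well. Their median over both classes was -0.0225 (14 genes, 7 of them higher in CCK+ and 6 in CCK- cells), and limma called 0, here and with either scaling; scaled to the same total, 11 were higher in CCK+ cells, with a median of 0.25. Since they went both ways, stress during dissociation and an effect of refeeding cannot be told apart.

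The first 2 principal components of the 12 libraries held 79.7% and 3.78% of the variance.

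The EC/EEC-like subcluster, which holds Cck with Tph1, had no gene of its own. Of 1752 genes with at least 50 UMIs in it, 0 lay more than 2 times above EC-, I- and N/L-like cells alike (largest 1.51, Adipor1), against 31 of 1849 in K-like, 23 of 659 in D-like and 43 of 1873 in X-like cells; in N/L-like cells 20 of 3212 lay above EC- and I-like cells. Simulated doublets of an EC-like and an I- or N/L-like cell held a median of 1132 Cck and 17.9 Tph1 UMIs per 10000, and the EC/EEC-like cells held 1005 and 19.1. Of the 105 cells, 50 (47.6%, 37.8 to 57.6%) were among the highest Scrublet scores, against 6.72% of EEC-like cells. With the highest scores left out before clustering, 49 cells still formed an EC/EEC-like subcluster, so that these scores do not account for all of it. Doublets of an EC-like and an I- or N/L-like cell are a candidate explanation for at least part of this subcluster, with 0 of 1752 genes. The UMIs leave it open, since their median was 0.723 of that of simulated doublets (6474 against 8956) but above that of each parent (2929, 6327 and 5271). At 0.8% per 1000 cells 22.7 such doublets would be expected, fewer than the 105 cells. Doublets and a true intermediate type cannot be told apart by these UMIs. In stained sections, the paper reports serotonin in subsets of the EECs labeled by Cre driven by Cck. It describes these cells as likely to be its EC/EEC cluster. Doublets of droplets cannot arise in sections. The question left open here is thus which droplets of this subcluster hold such cells, and not whether the cells exist.

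Tph1 in I-like cells was 7.63 times its level in N/L-like cells, which share the droplets' free RNA, so that free RNA does not account for it.

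Of 3 unnamed clusters, 1 with 229 cells had Paneth and goblet genes and 1 with 63 cells had immune genes such as Gzma and Cd3g. The last, with 525 cells, had EEC and goblet genes. Of 5155 genes 0 lay more than 2 times above EC- and goblet-like cells alike, and its median of 5116 UMIs was below the 9895 of simulated doublets of these types. Its median Scrublet score was 0.138, as in the EC/EEC-like subcluster, and of the other clusters an EEC-like one of 126 cells was higher (0.145). Whether its cells are doublets was not tested further.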
